# Sex-dependent influence of LMAN1 on allergen-induced airway hyperresponsiveness

**DOI:** 10.1093/jimmun/vkaf126

**Published:** 2025-06-15

**Authors:** Lindsay G Swaby, Faith L Sauber, Madelyn H Miller, Mylena C Xavier, Wesley Lim, Peter Daniel Poulson, Xiang Zhu, Bin Zhang, Justine T Tigno-Aranjuez

**Keywords:** LMAN1, ERGIC-53, airway hyperresponsiveness, HDM, asthma

## Abstract

Allergic asthma is a chronic inflammatory disease of the airways characterized by a type 2-high adaptive immune response towards common aeroantigens such as dust mite, pollen, and animal dander. Despite the advances made toward translation of various biologics into the clinic, the limited efficacy of these therapies in certain populations, combined with the ineligibility of some patients for treatment (clinically or economically), have led to the continued need for the development of more widely effective allergic asthma therapies. Our lab previously identified lectin mannose-binding 1 (LMAN1) as a novel receptor for house dust mite (HDM) and showed that *in vitro,* LMAN1 downregulated inflammatory NF-κB signaling in DCs in response to HDM. In this follow-up work, we investigated the *in vivo* relevance of LMAN1 by subjecting LMAN1 knockout (KO) mice and wild type (WT) littermate controls to a model of HDM-induced allergic asthma. Surprisingly, we discovered that loss of LMAN1 led to opposing effects on airway hyperresponsiveness (AHR), which were dependent on the sex of the mice. HDM-treated female LMAN1 KO mice showed increased AHR, while HDM-treated male KO mice showed decreased AHR, compared with their WT counterparts. We further identified the features of HDM-induced asthma which may account for the gender-biased effects of LMAN1 on lung function. This work not only highlights the complexity of the loss of LMAN1 in vivo but also suggests that such sex-dependent responses should be taken into consideration when pursuing LMAN1 as a therapeutic target for treatment of allergic asthma.

## Introduction

Asthma is a chronic inflammatory disease currently affecting at least 350 million people worldwide, including an estimated 13.4% of adults and 11.6% of children in the United States.^1^ Allergic asthma, the most common asthma subset, is characterized by a type 2 high adaptive immune response toward aeroallergens such as dust mite, molds, pollen, and animal dander. While corticosteroids and β2-adrenoreceptor agonists comprise the mainstay asthma therapies, these medications cannot sufficiently manage symptoms in patients with severe refractory asthma, and 5-10% of asthma patients suffer from uncontrolled asthma that is associated with reduced quality of life, significant financial burden, and mortality and morbidity.^2^^,^^3^ Recently, various biologics have been developed to target specific components of the Th2 response in severe asthma, with well-known examples including Omalizumab, which targets IgE; Mepolizumab and Reslizumab, which target IL-5; Benralizumab, which targets the IL-5 receptor; and Dupilumab, which inhibits IL-4 and IL-13.^4^ However, these biologics are costly, effective only in a subset of patients, and restricted based on clinical criteria, highlighting the need for more widely available allergic asthma therapies.^5^

The dendritic cell (DC) is a promising target for the treatment of allergic asthma due to its ability to modulate the downstream Th2 response. During initiation of the type 2 response, airway epithelial cells (AECs) release cytokines known as “alarmins,” including TSLP, IL-25, and IL-33, which initiate priming or conditioning of DCs.^6^^,^^7^ These primed DCs induce polarization of type-2 T helper cells (Th2) at regional lymph nodes, and the Th2 cytokines IL-4, IL-5, and IL-13 subsequently promote asthma symptoms by inducing inflammatory cell recruitment, IgE production, excess mucus secretion, and airway smooth muscle cell contraction. Over time, the persistent Th2 response leads to airway remodeling characterized by collagen deposition and fibrosis, thickening of the smooth muscle layer, and dysregulation of the epithelial barrier.^8^^,^^9^ As these multiple events occur downstream of DCs, targeting the DCs can potentially prevent the Th2 response and airway remodeling. The efficacy of DCs as a therapeutic target is evidenced by the success of the recently-developed biologic Tezepelumab, which inhibits TSLP and therefore prevents the priming of DCs towards a type 2 phenotype.^10^^,^^11^ With these in mind, our lab recently reported Lectin mannose-binding 1 (LMAN1) as a novel receptor for house dust mite (HDM) allergen on DCs.^12^ We showed in vitro that LMAN1 downregulates inflammatory signaling in response to HDM and that LMAN1 cell surface expression is reduced on the peripheral DCs of asthmatics. While these findings suggested that LMAN1 could potentially be an effective therapeutic target, a better understanding of its role in allergic asthma was needed.

In the current work, we investigate the *in vivo* relevance of LMAN1 in a murine model of HDM-induced allergic asthma. We identify a role for LMAN1 in influencing AHR in a sexually dimorphic manner.

## Materials and methods

### Mouse strains

LMAN1 knockout (KO) mice on a C57BL/6J background were kindly provided by Dr Bin Zhang.^13^^,^^14^ Mice were shipped to Texas A&M Institute for Genomic Medicine (TIGM) for rederivation before establishment of a local LMAN1 KO mouse line at the University of Central Florida. LMAN1 mice were maintained by heterozygous breeding, and WT and LMAN1 KO littermates were used for experiments. The mice were housed in the Burnett School of Biomedical Sciences Lake Nona Animal Facility in standard microisolator caging with *ad libitum* access to food and water. All procedures were conducted with the approval of the Institutional Animal Care and Use Committee at the University of Central Florida.

### Intratracheal HDM asthma model

Intratracheal instillations were performed in eight to eleven-week-old mice. Mice were anesthetized with isoflurane, and 3% lidocaine was administered orally as a topical anesthetic. An otoscope and guide needle were used to insert an intratracheal cannula, and *Dermatophagoides farinae* extract (Greer Laboratories; Lenoir, North Carolina, USA) was delivered with a gas-tight syringe. On day 0, each mouse received 60 µg extract. On days 7, 8, 9, 10, and 11, each mouse received 12.5 µg extract. Mice were sacrificed on day 14.

### FlexiVent measurements

On day 14, mice were anesthetized by intraperitoneal injection of a cocktail containing Ketamine, Xylazine, and Acepromazine. Mice were then confirmed to be unresponsive and were cannulated through the trachea and connected to the FlexiVent ventilator system (Scireq; Montreal, Canada). Baseline readings of respiratory mechanics were obtained using the Deep Inflation, SnapShot-150, Quick Prime-3, and PVs-P functions. Increasing doses of inhaled methacholine (3.125, 6.25, 12.5, 25, 50, and 100 mg/ml) were administered to the mouse using the Aeroneb, and measurements at each dose were assessed using 12 iterations of SnapShot-150 and 12 iterations of QuickPrime-3.

### Lung histological scoring

After FlexiVent measurements, mice were euthanized, and serum and bronchoalveolar lavage were collected. After the collection of all other needed tissues, the lungs were inflated and fixed with 10% buffered formalin. Fixed samples were embedded in paraffin and stained with hematoxylin and eosin (H&E), periodic acid Schiff (PAS) and trichrome blue. H&E tissue sections were scored blindly as previously described.^15^ Scores for bronchoarterial inflammation, amuscular blood vessel inflammation, intralveolar space inflammation, pulmonary vein inflammation, and pleural inflammation were combined into an Inflammatory Index score with a maximum of 16. For PAS sections, both the incidence and severity of mucus production were scored blindly for a maximum score of 4. Trichrome sections were scored blindly for collagen deposition as previously described.^15^^,^^16^ Peribronchial and perivascular trichrome staining was scored for intensity on a scale of 0–3, while parenchymal trichrome staining was scored for intensity from 0 to 3. These features were combined for a maximum score of 6. To determine epithelial thickness and lumen area, 10 bronchioles with a diameter <400 µm were measured.

### Flow cytometry

After sacrifice on day 14, mice were cannulated through the trachea, and bronchoalveolar lavage (BAL) was performed by flushing the lungs three times with 0.5 ml of 0.6 mM EDTA in PBS. The recovered solution was spun down, and cells were resuspended in FACS buffer (PBS with 1% FBS) for counting. One million cells were stained with the following antibodies: FITC anti-mouse CD3 (145-2C11, BioLegend; San Diego, California, USA), FITC anti-mouse B220 (RA3-6B2, BioLegend; San Diego, California, USA), PE anti-mouse Siglec F (E50-2440, BD Biosciences), PerCP anti-mouse CD11b (M1/70, BioLegend; San Diego, CA), PE-Cy7 anti-mouse Ly-6G (1A8, BioLegend: San Diego, California, USA), APC anti-mouse CD11c (N418, Thermo Fisher; Waltham, MA), and APC-Cy7 anti-mouse CD45 (30-F11, BioLegend; San Diego, California, USA). Gating was performed as previously described.^15^

For ICS staining, one lung lobe was collected and homogenized using a gentleMACS Lung Dissociation Kit and a gentleMACS Dissociator (Miltenyi Biotec; Bergisch Gladbach, Germany) according to the manufacturer’s instructions. Two million lung cells were incubated at 37 °C for 4 h with 5 ng/ml PMA, 0.5 μg/ml ionomycin, and protein transport inhibitors (GolgiPlug and GolgiStop, BD Biosciences; San Jose, California, USA). After stimulation, cell surface staining was performed using APC-Cy7 anti-mouse CD45 (30-F11, BioLegend; San Diego, CA) and FITC anti-mouse CD4 (GK1.5, BioLegend; San Diego, California, USA). Cells were then fixed and permeabilized using a Fixation/Permeabilization kit (BD Biosciences) and were stained intracellularly using PerCP/Cy5.5 anti-mouse IL-4 (11B11, BioLegend; San Diego, California, USA), PE anti-mouse IL-5 (TRFK5, BioLegend: San Diego, California, USA), and APC anti-mouse IL-17a (TC11–18H10.1, BioLegend; San Diego, California, USA). Gating was performed as previously described.^15^

ILC2 staining was performed on two million lung cells obtained by gentleMACS homogenization as described above. The following antibodies were used: FITC anti-mouse lineage (CD3, Gr-1, CD11b, B220, Ter-119) (BioLegend; San Diego, California, USA), FITC anti-mouse TCRβ (H57– 597, BioLegend: San Diego, CA), FITC anti-mouse TCRδγ (eBioGL3, Thermo Fisher; Waltham, MA), FITC anti-mouse CD11c (N418, BioLegend; San Diego, California, USA), FITC anti-mouse NK1.1 (PK136, BioLegend; San Diego, California, USA), APC anti-mouse CD45 (30- F11, BioLegend; San Diego, CA), APC/Cy7 anti-mouse KLRG1 (2F1, BioLegend; San Diego, California, USA), PerCP anti-mouse Thy1.2 (53–2.1, BioLegend; San Diego, California, USA), PE anti-mouse ST2 (RMST2–2, Thermo Fisher; Waltham, MA), and PE-Cy7 Sca-1 (E13–161.7, BioLegend; San Diego, California, USA). The gating strategy was performed as previously described.^15^ A lineage^-^CD45^+^ gate was identified using a sample stained with CD45 and lineage isotype control. Lineage^-^CD45^+^ cells were then gated to identify ILC2 populations.

Samples were acquired using the NovoCyte cytometer (Agilent Technologies; Santa Clara, California, USA), and analysis was performed in NovoExpress software.

### Serum IgG_1_ measurement

HDM-specific IgG_1_ was measured by direct ELISA using Nunc Maxisorp plates (Thermo Fisher; Waltham, Massachusetts, USA). Plates were coated overnight at 4 °C with *D. farinae* extract (Greer Laboratories; Lenoir, North Carolina, USA), followed by blocking for 1 h with 5% BSA in PBS. Serum samples were diluted 1:50 in PBS-5% BSA-0.025% Tween-20, and 100 µl of each diluted sample was added to each well and incubated overnight at 4 °C. The next day, plates were incubated with biotin anti-IgG_1_ (BioLegend; San Diego, California, USA) for 4 h at room temperature, followed by incubation with streptavidin-HRP (BioLegend; San Diego, California, USA) for 30 min. Plates were developed with TMB substrate. After addition of stop solution, absorbance was read at 450 nm using a Biotek plate reader (Agilent Technologies; Santa Clara, California, USA).

### Cytokine and chemokine analysis

For cytokine and chemokine analysis, one lobe of the right lung was collected and homogenized in T-PER buffer (Thermo Fisher; Waltham, Massachusetts, USA). Lysates were standardized to 0.75 mg/ml prior to using in a Legendplex Mouse Inflammation or Mouse Th bead-based multiplex assay (BioLegend; San Diego, California, USA). Samples were acquired using the NovoCyte flow cytometer (Agilent Technologies; Santa Clara, California, USA), and analysis was performed using the Legendplex analysis software (BioLegend; San Diego, California, USA). Additional ELISAs for mouse IL-33, IL-25 and TSLP were performed as per manufacturer’s directions (BioLegend; San Diego, California, USA).

### Statistical analysis

Statistical analysis was performed using Prism 10 (Graphpad, San Diego, California, USA). An unpaired Student’s t-test was used for comparison of two groups and a two-way ANOVA followed by post hoc tests was used for all other comparisons. Data are expressed as means ± SEM. Numbers of subjects per experimental group and additional details are indicated in the legend for each figure.

## Results

### LMAN1 influences HDM-induced AHR in a sex-dependent manner

Airway hyperresponsiveness (AHR), or excessive narrowing of the airways in response to stimuli, is a cardinal feature of asthma. To investigate the role of LMAN1 in allergen-induced AHR, we subjected wild-type (WT) and LMAN1 knockout (KO) mice to a HDM asthma model. On day 14, we evaluated lung mechanics and AHR using the FlexiVent system. Mice were exposed to increasing doses of methacholine and maximum airway resistance (Rrs), tissue damping (G), respiratory system elastance (Ers), and tissue elastance (H) were measured as done previously.^15^^,^^17^ Having shown that LMAN1 exerted an inhibitory effect on the response to HDM in vitro*,^12^* we hypothesized that the absence of LMAN1 *in vivo* would lead to an enhanced response to HDM and worsened AHR. Surprisingly, when the data were stratified, we observed opposing effects of LMAN1 on AHR which depended on the sex of the mice. In HDM-treated females, loss of LMAN1 led to a significant increase in maximal Rrs, Ers and G for the highest methacholine doses when compared with WT mice (Fig. 1A–D). Conversely, HDM-treated male LMAN1 KO mice showed a significant reduction in maximal Rrs and Ers compared with their WT counterparts (Fig. 1A–D). No significant baseline differences were observed between WT and LMAN1 KO naïve mice for multiple parameters of lung function measured, indicating no anatomical or structural defects which might result in the observed differences (Fig. S1A). However, HDM treatment did cause a significant sex-dependent alteration of baseline lung function, promoting a significant *increase* in Rrs in KO vs WT females and a significant *decrease* in baseline G and Ers in KO vs WT males (Fig. S1B). Taken together, our data suggest that LMAN1 influences HDM-induced AHR in a sex-dependent manner, with loss of LMAN1 worsening AHR in females and improving AHR in males.

**Figure 1.**
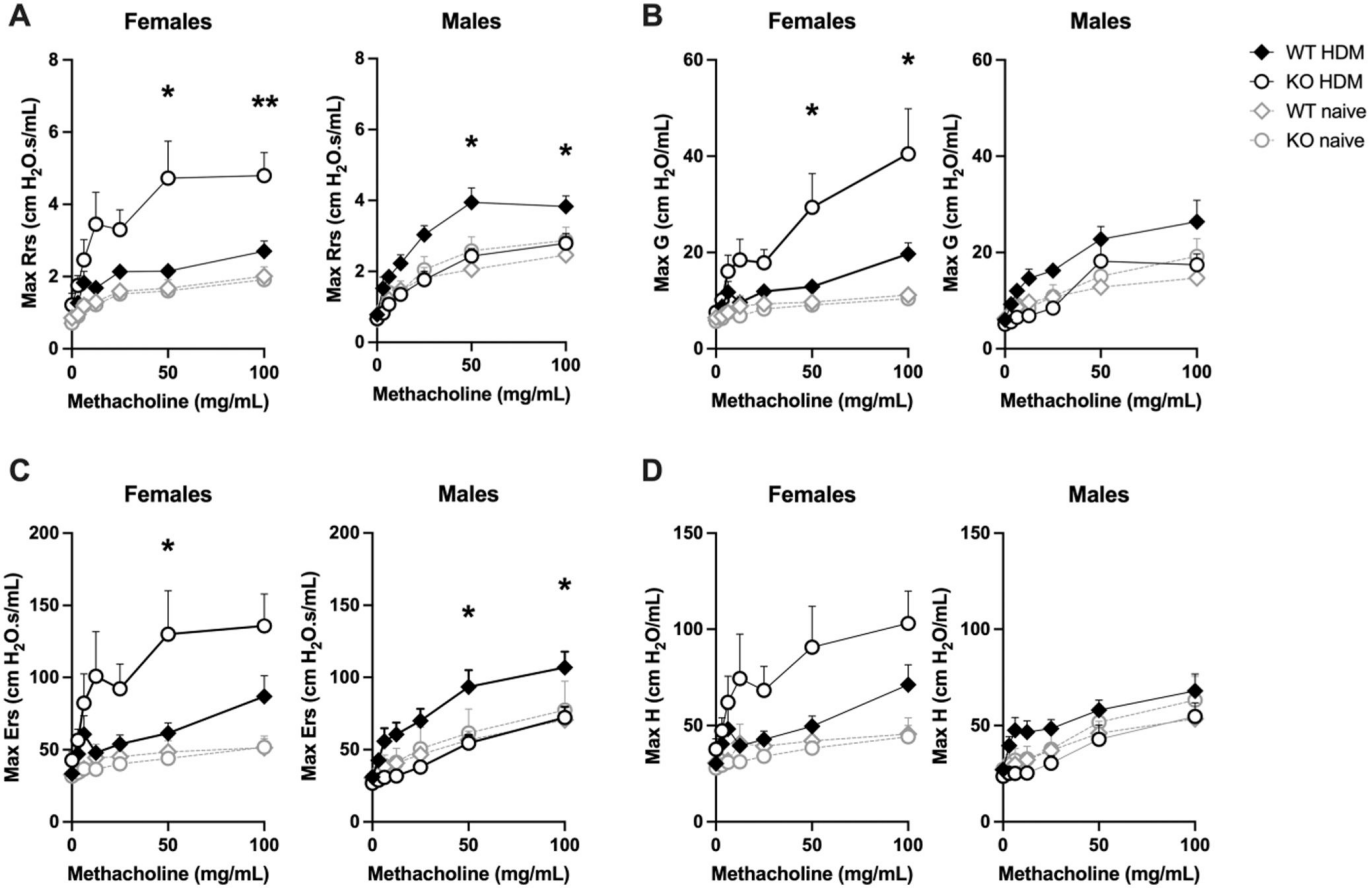
LMAN1 influences HDM-induced AHR in a sex-dependent manner. WT and LMAN1 KO mice were left untreated or were subjected to an HDM-induced asthma model. On day 14, mice were anesthetized, intratracheally cannulated, and connected to the FlexiVent ventilator. Increasing doses of methacholine were administered to the nebulizer, and measurements were obtained of (A) maximum respiratory system resistance (Rrs), (B) tissue damping (G), (C) respiratory system elastance (Ers), and (D) tissue elastance (H). Data represent mean ± SEM. A Student *T*-test was used to assess significance at each dose of methacholine. Aggregated data from multiple experiments is shown with n = 7-13 per group. *P < 0.05, **P < 0.01.

### Loss of LMAN1 in males reduces airway inflammation in an HDM asthma model

Increased airway inflammation has often been implicated in promoting increased AHR.^18–22^ In order to determine whether the observed sex-dependent effects of LMAN1 on AHR are a result of sex-dependent differences in airway inflammation, we collected bronchoalveolar lavage (BAL) cells from naïve or HDM-treated WT and LMAN1 KO mice and performed flow cytometric analysis of immune cell populations using previously described panels and gating strategies^15^^,^^17^ (Fig. S2). We observed that HDM-treated male mice lacking LMAN1 had a significant reduction in the numbers of CD45^+^ cells, eosinophils and lymphocytes when compared to HDM-treated WT mice (Fig. 2B). Interestingly, no significant associations for inflammatory cell recruitment were observed when comparing HDM-treated female WT and LMAN1 KO mice (Fig. 2A). These data suggest that LMAN1 plays a role in promoting HDM-induced airway inflammation in male but not in female mice.

**Figure 2.**
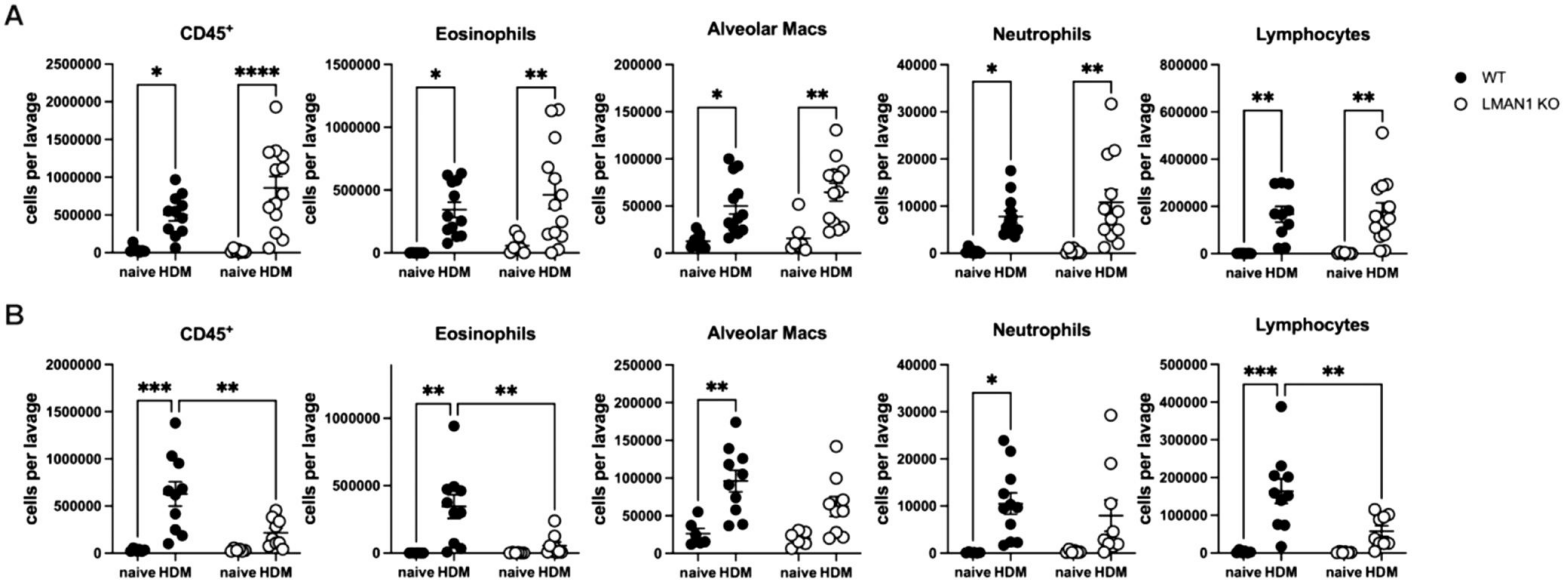
Loss of LMAN1 in males reduces airway inflammation in an HDM asthma model. WT and LMAN1 KO mice were left untreated or were subjected to an HDM-induced asthma model. Mice were euthanized on day 14 and bronchoalveolar lavage (BAL) samples from (A) female mice and (B) male mice were analyzed via flow cytometry. Lines behind scatterplots represent means ± SEM. Results were analyzed using two-way ANOVA with multiple comparisons. Aggregated data from multiple experiments is shown with n = 6 to 13 mice per group. *P < 0.05, **P < 0.01, ***P < 0.001.

### Male LMAN1 KO mice exhibit decreased lung pathology and lumen narrowing

While BAL analysis can give information on inflammatory cell recruitment to the lung, it does not provide information about the specific anatomical location of such inflammation or about HDM-induced structural changes in the airway. To this end, we evaluated HDM-induced lung pathology in naïve or HDM-treated WT and LMAN1 KO mice using previously developed scoring systems^15^^,^^17^ (Fig. S3). Lung tissue was embedded in paraffin and stained with H&E, PAS, and trichrome blue. H&E sections were blindly scored for features of bronchoarterial inflammation, amuscular blood vessel inflammation, intralveolar space inflammation, pleural inflammation, and pulmonary vein inflammation, all of which were combined into one inflammatory index with a maximum score of 16. PAS-stained slides were used for assessment of mucus metaplasia/goblet cell hyperplasia and trichrome blue-stained slides were used for assessment of collagen deposition/fibrosis. Representative lung sections for each group are shown in Fig. 3A and histopathological scoring indices are summarized in Fig. 3B. We observed that HDM-treated male LMAN1 KO mice exhibited significantly reduced inflammatory index and mucus metaplasia scores compared to HDM-treated male WT mice while no difference was observed for the corresponding female groups (Fig. 3A, B). No sex-dependent differences were observed for collagen deposition (Fig. 3A, B). When we performed measurements of lumen area and epithelial thickness, we found that HDM-treated male LMAN1 KO mice had a significantly increased (improved) lumen area compared to HDM-treated male WT mice while no such difference was observed for the corresponding female groups (Fig. 3A, B). No sex-dependent differences were observed for epithelial thickness (Fig. 3A, B). Thus, HDM-treated LMAN1 KO males, but not LMAN1 KO females, exhibited reduced inflammatory pathology and increased (improved) lumen area compared to their WT counterparts.

**Figure 3.**
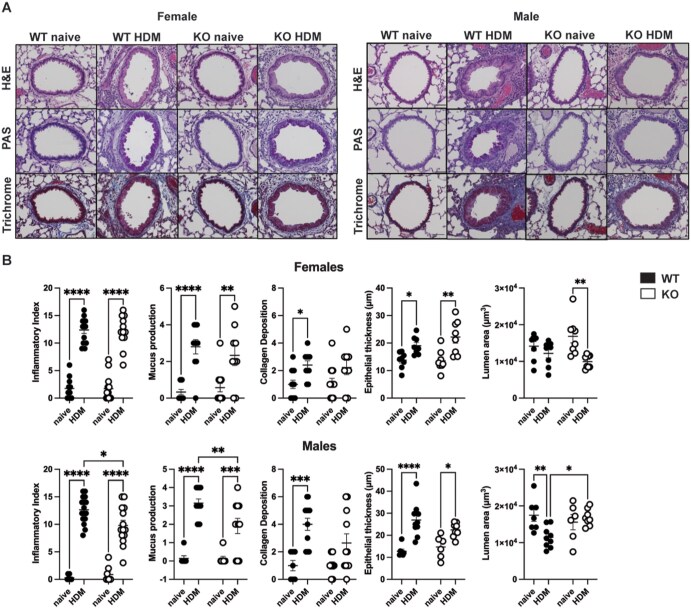
Male LMAN1 KO mice exhibit decreased lung pathology and lumen narrowing. WT and LMAN1 KO mice were left untreated or were subjected to an HDM-induced asthma model. On day 14, mice were euthanized, and lungs were inflated and fixed in formalin. Lung samples were stained with H&E, Periodic Acid Schiff (PAS), or trichrome blue. (A) Representative 40x images of bronchioles in female mice (left) and male mice (right) are shown. (B) Lung inflammatory index was scored for a maximum score of 16, mucus production for a maximum of 4, and collagen deposition for a maximum of 6. Lumen area and epithelial thickness were also measured. Lines behind scatterplots represent means ± SEM. Results were analyzed by two-way ANOVA with multiple comparisons. Aggregated data from multiple experiments are shown with n = 7 to 14. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Loss of LMAN1 impacts Th2 polarization in male but not female mice

Other parameters that have been shown to associate with AHR in a sex-specific manner are markers of type 2 inflammation. We therefore questioned whether LMAN1 could modulate divergent responses in males and females by influencing lung CD4^+^ T cell polarization. To investigate this, we performed intracellular cytokine staining (ICS) on naïve and HDM-treated, WT and LMAN1 KO mice of both sexes. Dissociated lung cells were surface-stained with CD45 and CD4 and stimulated for 4 h in the presence of PMA and ionomycin plus transport inhibitors. This was followed by intracellular cytokine staining to identify Th2 cells (CD4^+^IL-5^+^), Th1 cells (CD4^+^IFNγ^+^), and Th17 cells (CD4^+^IL-17^+^) as described previously^15^^,^^17^ (gating strategy shown in Fig. S4). We observed a significant decrease in the numbers of Th2 cells in HDM-treated male LMAN1 KO mice when compared to their HDM-treated WT counterparts (Fig. 4B). This was not observed in female mice (Fig. 4A). Additionally, no differences were observed in Th1 and Th17 responses when comparing HDM-treated LMAN1 KO mice to HDM-treated WT mice of either sex (Fig. 4A, B). We additionally assessed type 2-associated IgG_1_ responses and demonstrated a significant reduction in HDM-specific IgG_1_ responses in HDM-treated male LMAN1 KO mice when compared to their HDM-treated WT counterparts (Fig. 4D). This was not observed in female mice (Fig. 4C). Finally, we also examined Th cytokines present in standardized lung homogenates using a multiplex bead-based assay (Fig. S5). A significant reduction in IL-4 and increase in TNF-α was observed in HDM-treated male LMAN1 KO mice compared to HDM-treated male WT mice (Fig. S5). Other cytokines that were significantly altered included IL-5 and IL-6, which were decreased in HDM-treated male WT mice compared to HDM-treated female WT mice, and IL-9, which was decreased in HDM-treated male KO mice compared to HDM-treated female KO mice (Fig. S5). Overall, these data point to a role for LMAN1 in impacting HDM-induced type 2 immunity in male but not in female mice.

**Figure 4.**
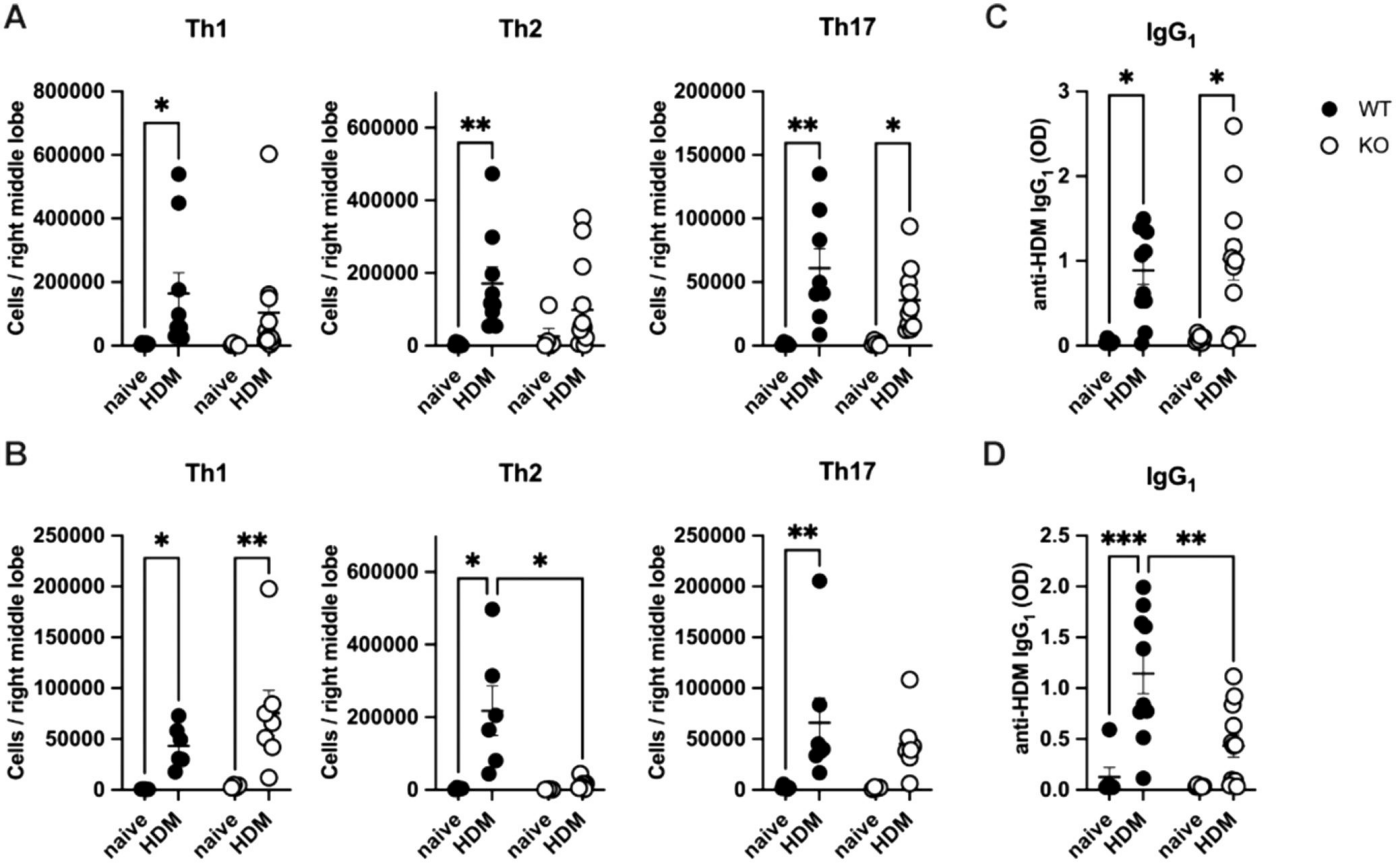
Male LMAN1 KO mice show reduced Th2 polarization. WT and LMAN1 KO mice were left untreated or were subjected to an HDM-induced asthma model. On day 14, mice were euthanized for the collection of lungs and serum. Lungs were enzymatically digested and mechanically homogenized to obtain single-cell suspensions, and intracellular cytokine staining (ICS) was performed for females (A) and males (B). ELISA was used to measure HDM-specific IgG1 in serum obtained from female (C) and male (D) mice. Lines behind scatterplots represent means ± SEM. Results were analyzed by two-way ANOVA with multiple comparisons. Aggregated data from multiple experiments is shown with n = 3 to 15 mice per group for ICS and n = 6 to 12 mice per group for ELISA. *P < 0.05, **P < 0.01, ***P < 0.001.

### LMAN1 does not influence lung ILC2 recruitment

As research in both humans and mice has indicated sex-dependent differences in ILC2 responses^23^ and ILC2s have also been implicated in promoting AHR,^24^ we investigated whether LMAN1 might influence lung ILC2 recruitment in a sex-dependent manner. We assessed ILC2 numbers using flow cytometric analysis of enzymatically dissociated lung cells from naïve and HDM-treated WT and LMAN1 KO mice as described previously.^15^ ILC2 cells were defined as Lin^-^ Thy1.2^+^ Sca-1^+^, Lin^-^ Thy1.2^+^ ST2^+^, Lin^-^ Thy1.2^+^ KLRG1^+^, or Lin^-^ Thy1.2^+^ Sca-1^+^ ST2^+^ KLRG1^+^ (refer to gating strategy shown in Fig. S6). In WT females, HDM-treatment increased numbers of Lin^-^ Thy1.2^+^ ST2^+^ ILC2s (Fig. 5A). while, for WT males, HDM-treatment increased numbers of Lin^-^ Thy1.2^+^ Sca-1^+^ ILC2s (Fig. 5B). No other significant differences were observed for the various ILC2 groups for WT and LMAN1 KO mice of either sex (Fig. 5).

**Figure 5.**
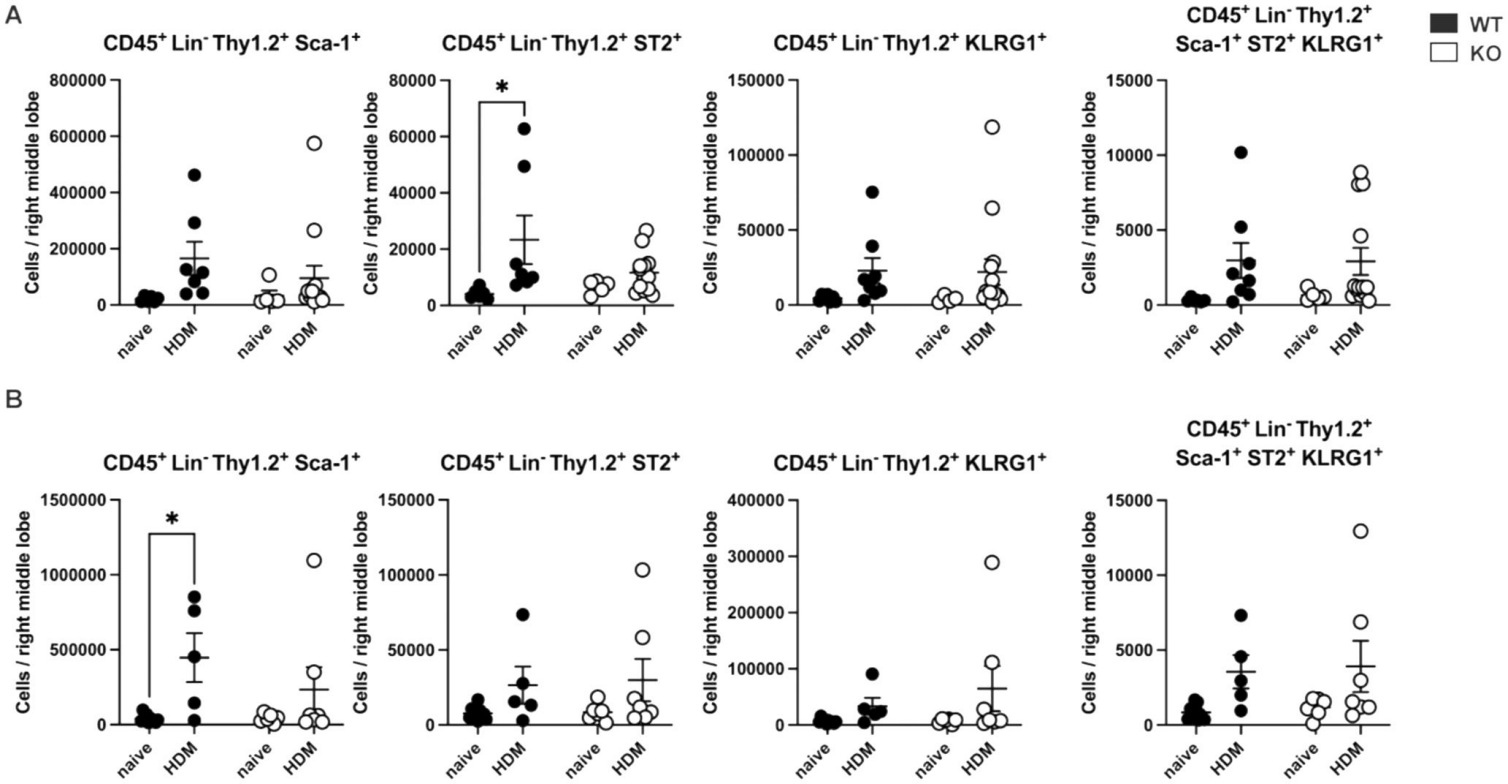
LMAN1 does not influence lung ILC2 recruitment. WT and LMAN1 KO mice were left untreated or were subjected to an HDM-induced asthma model. On day 14, mice were euthanized and lungs were enzymatically digested and mechanically homogenized to obtain single- cell suspensions for flow cytometric identification of ILC2s. Results are shown for CD45^+^ Lin^-^Thy1.2^+^ Sca-1^+^, CD45^+^ Lin^-^ Thy1.2^+^ ST2^+^, CD45^+^ Lin^-^ Thy1.2^+^ KLRG1^+^, and CD45^+^ Lin^-^ Thy1.2^+^ Sca-1^+^ ST2^+^ KLRG1^+^ ILC2 cells in female (A) and male (B) mice. Lines behind scatterplots represent means ± SEM. Results were analyzed by 2–-way ANOVA with multiple comparisons. Aggregated data from multiple experiments are shown with n = 4 to 14 per group *P < 0.05.

### Impact of LMAN1 on the airway epithelium and early inflammatory cytokine production

Given the disparity we have been observing in female LMAN1 KO mice regarding worsened AHR without a significant increase in various measures of inflammation, we decided to investigate the contribution of LMAN1 to the early production of inflammatory cytokines. Male and female WT and LMAN1 KO mice were treated with HDM i.t. and euthanized 1 d later to assess inflammatory cytokines produced early in the immune response. Lungs were isolated, homogenized and standardized for assessment of inflammatory cytokine production via bead-based multiplex assay (Fig. 6A) and additional ELISA assays (Fig. 6B). There was an overall reduction in the levels of TNF-α, IL-1β, IL-27, IFN-β, IL-25 and GM-CSF in HDM-treated male WT mice versus HDM-treated female WT mice (Fig. 6). There was a reduction in the levels of IFN-β, IL-33 and IL-25 in HDM-treated male KO mice versus HDM-treated female KO mice (Fig. 6). Given the opposing effects of sex and genotype on AHR, we were particularly interested in mediators that mimicked these directions. While not significant, there was a trend for an increase in the levels of IL-33 in HDM-treated female KO mice versus HDM-treated female WT mice and an opposite trend for a decrease in the levels of IL-33 in HDM-treated male KO mice versus HDM-treated male WT mice (Fig. 6).

**Figure 6.**
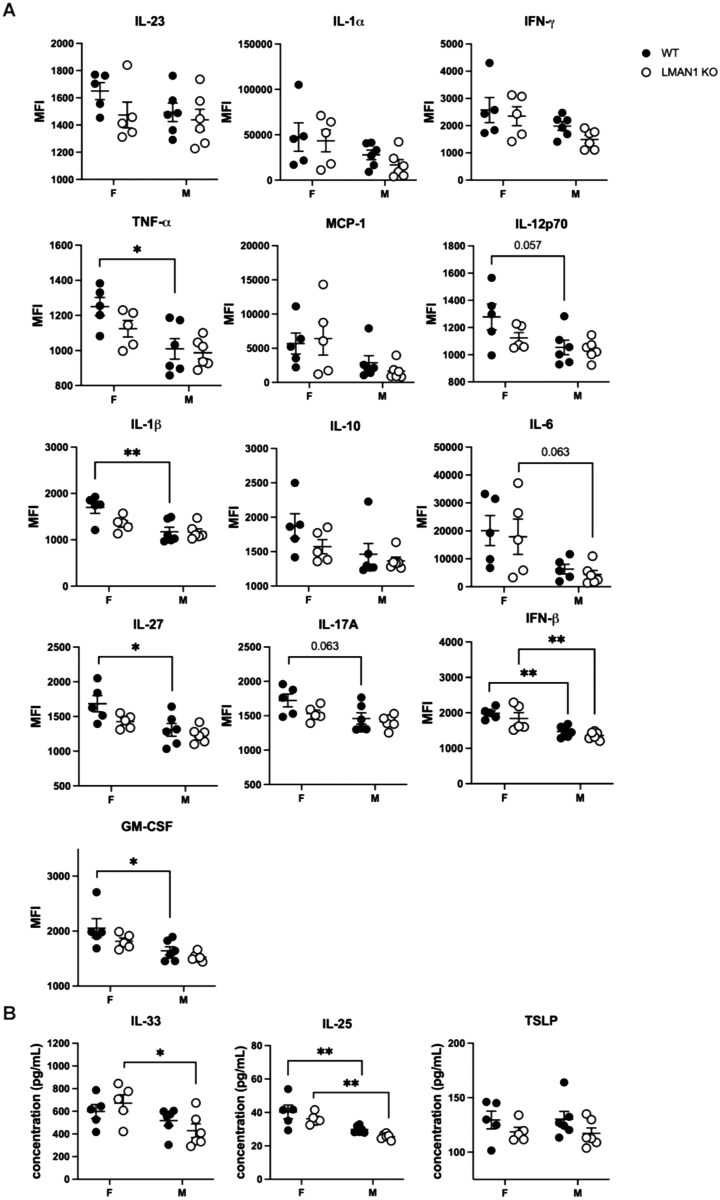
Sex-specific differences in the early production of inflammatory cytokines in WT and LMAN1 KO HDM-treated mice. Male and female WT and LMAN1 KO mice were exposed to HDM intratracheally. On day 1 after exposure, mice were euthanized and lungs were homogenized in cell lysis buffer with protease inhibitors. Cell lysates were standardized and subjected to a multiplex bead-based assay (A) or ELISAs (B) to determine the production of proinflammatory cytokines. Lines behind scatterplots represent means *±* SEM. Results were analyzed by 2-way ANOVA with multiple comparisons. Aggregated data from multiple experiments are shown with n = 5 to 6 per group *P < 0.05, **P < 0.01.

Suspecting that the airway epithelium would be a large contributor to the observed effects, we established primary murine tracheal epithelial cell cultures (MTECs) from male and female mice of both genotypes as described previously.^15^ After full differentiation under an air-liquid interface, cells were left untreated or treated with HDM extract overnight prior to isolation of RNA for RNA sequencing. 

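MTECs are primary tracheal epithelial cells grown on inserts with air above and medium below, under which they form ciliated and secretory cells. The legend of Supplemental Figure 7 states that 3 tracheas were pooled for 2 conditions and that cultures were used 12 to 14 days after the air-liquid interface was set up. HDM was added at 20 µg/ml. RNA was sequenced from 2 cultures in each of the 8 groups of sex, genotype and treatment, which gives 16 libraries. The labels name a column kit for RNA, enrichment of mRNA, random priming and amplification by PCR. The authors deposited raw counts per Ensembl gene without normalization, and the paper's text names no aligner, genome build, counting tool or test for these data. Counts on genes came to 30635786 and 29200251 in the replicates of male WT naive MTECs and 32831231 and 32232210 in male WT HDM MTECs. Male KO naive libraries held 29669343 and 36704572 counts, and male KO HDM libraries held 27584468 and 29072553. Female WT naive libraries held 27035993 and 43442188 counts, and female WT HDM libraries held 24842240 and 21860698. Female KO naive libraries held 34268335 and 31806330 counts, and female KO HDM libraries held 24861559 and 27380220. Of the 49315 gene identifiers, 49056 matched the GENCODE annotation of GRCm38 and 259 did not, which carried 0.0106% of all counts. After edgeR's filter on low counts, 15993 genes were tested in 1 model of the 8 group means, with library sizes scaled by edgeR's TMM method. The common biological coefficient of variation was 0.142. Precision is limited by having 2 cultures per group, and 3 counts were taken as the floor of detection in a library.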

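Lman1 (ENSMUSG00000041891) lies on the minus strand of chromosome 18 of GRCm38 from 65980738 to 66022580 and is annotated as protein coding. Its transcript reached 121 ± 14.3 TMM-scaled CPM (SD, n = 8) in the WT libraries, with a range of 101 to 144. Among naive libraries labelled KO, both female replicates had 12.8 CPM, and the male replicates had 14.2 and 63.4. In HDM libraries labelled KO, the female replicates had 66.6 and 78.1 CPM and the male replicates had 65 and 66. Hence 5 of the 8 libraries labelled KO held more than 20% of the WT mean. For KO minus WT, the log2 fold change of Lman1 was -3.26 in female naive MTECs (standard error 0.48, adjusted p = 0.403 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -1.65 in male naive MTECs (standard error 0.45, adjusted p = 0.879), -0.59 in female HDM MTECs (standard error 0.44, adjusted p = 0.331) and -0.96 in male HDM MTECs (standard error 0.44, adjusted p = 0.274), each from edgeR's quasi-likelihood test. With each male naive replicate left out in turn, the log2 fold change there ranged from -3.11 to -0.95. Same-numbered replicates of the WT and KO groups deviated together across genes, with a correlation of 0.124 in female naive MTECs and 0.483 in male naive MTECs. With replicate number as a block, the log2 fold changes were -3.27 in female naive MTECs and -1.73 in male naive MTECs (adjusted p = 0.293 and 0.883 from edgeR's quasi-likelihood test). The largest shift of these 4 values under another setting was in female HDM MTECs, to -0.70 with a correction for GC content and gene length and the replicate block. DESeq2's Wald test called Lman1 in female naive MTECs (log2 fold change -3.27, adjusted p = 9.22e-06 with Benjamini-Hochberg adjustment). When only the compared libraries were fitted, edgeR's quasi-likelihood test called it in female naive and female HDM MTECs (adjusted p = 1.96e-05 and 0.0157), and without a filter on low counts it called all 4 comparisons.

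**Figure D1:**
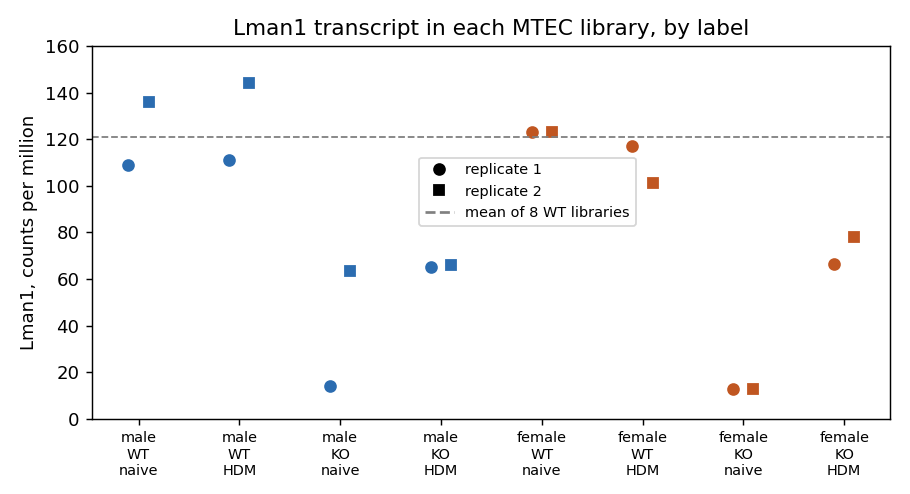
Lman1 transcript in TMM-scaled CPM in each MTEC library, grouped by label, with circles for replicate 1, squares for replicate 2, blue for male and orange for female MTECs. The dashed line is the mean of the 8 WT libraries (121), and the libraries labelled KO lie between 12.8 and 78.1.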

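Distances between libraries were Euclidean distances over the 2000 genes with the largest SD, on log2 CPM with a pseudocount of 4. In female WT MTECs the mean distance from naive to HDM libraries was 66.37 (range 59.34 to 74.72 over 4 pairs), against 19.91 between naive replicates and 23.47 between HDM replicates. In female KO MTECs the mean distance was 31.81 (28.17 to 35.06), against 11.48 and 9.262 between replicates. The mean distance was 17.75 in male WT MTECs (12.42 to 27.17), with 22.73 and 22.9 between replicates. In male KO MTECs it was 16.78 (7.995 to 24.08), with 23.14 and 10.71 between replicates. The male KO mean was 9.896 without naive replicate 1 and 23.52 without naive replicate 2, so it depended on the naive library used. Average-linkage clustering separated the 2 female WT HDM libraries when the tree was divided in 2, and the 2 female KO HDM libraries as well when it was divided in 3. The alternative that moved the female WT distance most was a pseudocount of 1, which gave 83.09. For male minus female, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 16 genes in naive WT MTECs (12 higher and 4 lower in males) and 30 genes in naive KO MTECs (19 higher and 11 lower). Under HDM it called 6657 genes in WT MTECs (3412 higher and 3245 lower in males) and 4050 genes in KO MTECs (2062 higher and 1988 lower). Of these, 10, 17, 2722 and 1424 genes had an absolute log2 fold change of at least 1 in naive WT, naive KO, HDM WT and HDM KO MTECs. Replicate differences of male and female cultures correlated across genes at 0.200 in naive WT and 0.150 in HDM WT MTECs, and with replicate number as a block 14 and 6670 genes were called. In naive KO MTECs the correlation was -0.164. There, 44 genes were called with the block and 24 with replicate numbers crossed between the sexes. Without a filter on low counts the number in naive WT MTECs rose to 644, the largest shift of any count under the settings tried for that comparison.

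**Figure D2:**
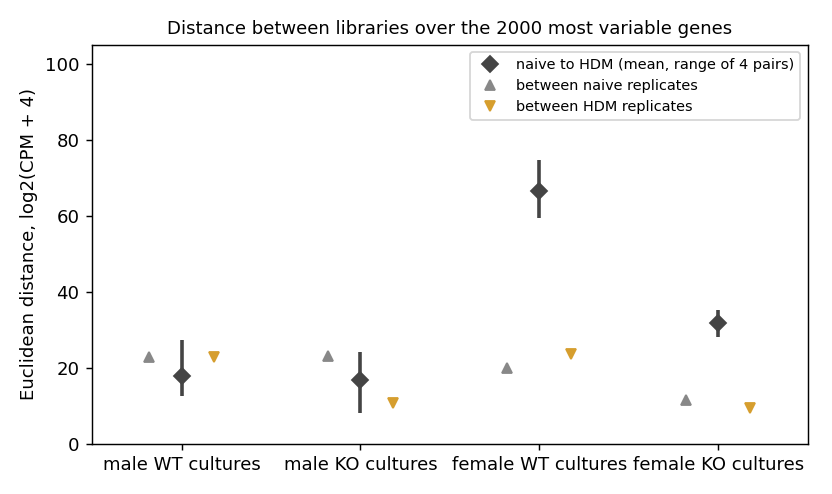
Euclidean distance on log2(CPM + 4) over the 2000 most variable genes for each sex and genotype. Diamonds with bars show the mean and range of the 4 naive to HDM pairs, and triangles show the distances between replicates. Female WT MTECs have a mean naive to HDM distance of 66.37 and female KO MTECs 31.81, both above their replicate distances.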

Hierarchical clustering of all groups and volcano plots of pairwise comparisons are shown in Fig. S7. 

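Ddx3y, Eif2s3y, Kdm5d and Uty lie on chromosome Y of GRCm38 and are annotated as protein coding. Ddx3y (ENSMUSG00000069045) spans 1260771 to 1286629, Eif2s3y (ENSMUSG00000069049) 1010543 to 1028847, Kdm5d (ENSMUSG00000056673) 897788 to 956786 and Uty (ENSMUSG00000068457) 1096861 to 1245759. Xist (ENSMUSG00000086503), annotated as a long intergenic RNA, lies on chromosome X from 103460366 to 103483254. For male minus female naive WT MTECs, the log2 fold change was 6.10 for Ddx3y (standard error 0.18, adjusted p = 8.36e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test it was 6.00 for Eif2s3y (adjusted p = 5.58e-07), 5.81 for Kdm5d (adjusted p = 5.58e-07), 5.92 for Uty (adjusted p = 4.34e-07) and -5.35 for Xist (adjusted p = 2.03e-05). In naive KO MTECs, edgeR's quasi-likelihood test gave 7.05 for Ddx3y (adjusted p = 5.82e-08), 7.65 for Eif2s3y (adjusted p = 2.56e-07) and 7.87 for Kdm5d (adjusted p = 1.79e-07). Uty had 6.98 (adjusted p = 1.79e-07) and Xist -6.51 (adjusted p = 6.38e-06) by edgeR's quasi-likelihood test. These 5 genes had the smallest p values in both comparisons. With a replicate block (replicate correlation 0.200), the WT values were 6.10 for Ddx3y, 5.99 for Eif2s3y, 5.81 for Kdm5d, 5.94 for Uty and -5.36 for Xist. In KO MTECs (replicate correlation -0.164) the block gave 7.05, 7.65, 7.87, 6.97 and -6.54 in the same order, and the crossed block gave 7.05, 7.65, 7.88, 6.98 and -6.51. Thinning every library to the smallest total moved Eif2s3y in KO MTECs most, to 8.22. On autosomes, 8 of the 16 genes called in WT MTECs and 19 of the 30 called in KO MTECs were found, and 13 genes were called in both genotypes, all 13 in the same direction. Steap4 (ENSMUSG00000012428, chromosome 5, 7960457 to 7982213) was higher in male cultures of both genotypes, with log2 fold changes of 1.31 in WT and 1.47 in KO MTECs (adjusted p = 0.0193 and 0.00892 from edgeR's quasi-likelihood test). It was not called when only the compared libraries were fitted (adjusted p = 0.374 and 0.0754 from edgeR's quasi-likelihood test).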

Comparison of top 5 differentially expressed genes (DEGs) from naive M WT and F WT MTECs or from naïve M KO and F KO MTECs, resulted in the identification of Ddx3y, Eif2s3y, Kdm5d, Uty, and Xist, which are known to be expressed in a sex-specific manner (Fig. S7B and D). 

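The number of clusters was read from Supplemental Figure 8, whose tables list pathways for 3 groups in WT and 2 groups in KO MTECs. For both genotypes 3 clusters were used, and a division into 2 was not tried. For each genotype the male and female HDM libraries, 2 of each, were used. The 2000 genes with the largest SD over those 4 libraries were centred on their mean and divided into 3 clusters with 50 random starts. In WT MTECs, 989 genes formed a cluster lower in males, with a mean male minus female difference of -1.29 on the log2 scale. A cluster of 837 genes was higher in males by 1.03 and a cluster of 174 genes was higher in males by 2.81. In KO MTECs the corresponding clusters held 1113 genes at -0.92, 783 genes at 0.80 and 104 genes at 2.22. Of the genes in the WT clusters, 914, 741 and 174 were also called by the test of the sex difference, as were 891, 729 and 103 of those in the KO clusters. The female-higher cluster moved most in WT MTECs when 1000 genes were clustered, to 516 genes, and in KO MTECs when differentially expressed genes were entered, to 486 genes.

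**Figure D3:**
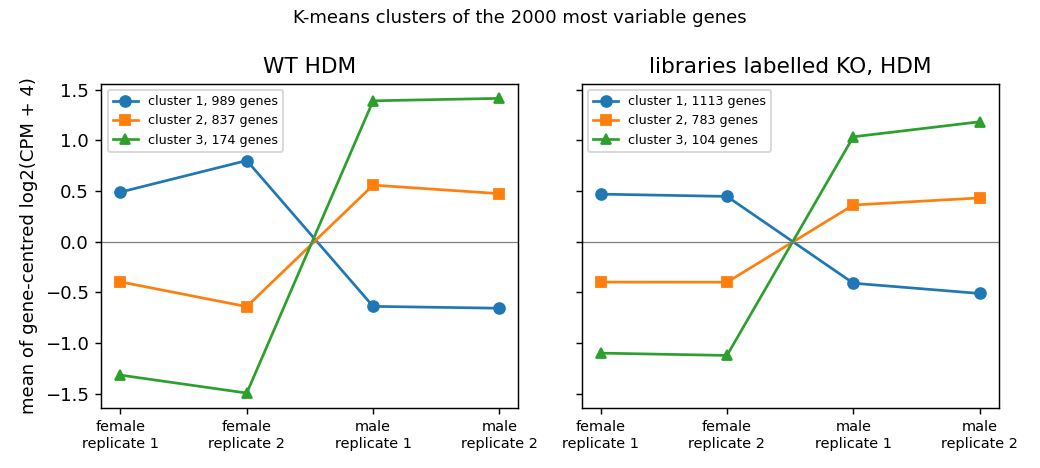
Mean of gene-centred log2(CPM + 4) for the genes of each K-means cluster in the 4 WT HDM libraries and the 4 HDM libraries labelled KO, with 1 line per cluster. In both genotypes 1 cluster is higher in female and 2 clusters are higher in male libraries.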

In order to identify potential pathways that could explain the opposing effects of sex and genotype on AHR, K-means clustering was performed followed by enrichment analysis using KEGG pathways. 

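KEGG's own gene lists were not used here. Instead, 10 sets were written by hand from general knowledge of the pathways, and the genes that passed the filter served as background. The tested sets held 110 genes for relaxin signaling, 231 for PI3K-Akt signaling, 29 for steroid hormone biosynthesis and 65 for ECM-receptor interaction. Overlap was tested with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment over all sets and clusters of a genotype. Genes are not independent replicates, so these p values describe overlap only. In the female-higher WT cluster, relaxin signaling had 16 genes where 6.80 were expected, a fold enrichment of 2.35 (adjusted p = 0.0039 from Fisher's exact test). With 1000 genes clustered the fold rose to 3.66. Without extracellular matrix members it was 1.44 (unadjusted p = 0.172 from Fisher's exact test). PI3K-Akt signaling had a fold enrichment of 3.92 in the same cluster (adjusted p = 9.39e-18 from Fisher's exact test), and ECM-receptor interaction had 6.72 (adjusted p = 3.69e-15). In the WT clusters higher in males, drug metabolism by cytochrome P450 had folds of 4.78 and 21.1 (adjusted p = 2.37e-05 and 2.93e-11 from Fisher's exact test). Steroid hormone biosynthesis had 4 genes in the larger KO cluster higher in males where 1.42 were expected, a fold of 2.82 (adjusted p = 0.128 from Fisher's exact test). In the female-higher KO cluster, PI3K-Akt signaling had a fold of 2.86 (adjusted p = 9.93e-10 from Fisher's exact test) and relaxin signaling 1.57 (adjusted p = 0.177).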

The top 10 pathways within each cluster are shown in Fig. S8. 

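Each set was also tested as a whole with limma's camera on voom values, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 10 sets. For male minus female WT HDM MTECs, the median log2 fold change of relaxin signaling was -0.15 (adjusted p = 0.114 from limma's camera), with 40% of its members higher in males. PI3K-Akt signaling had a median of -0.31 (adjusted p = 0.00177 from limma's camera), with 33.3% of its members higher in males. Steroid hormone biosynthesis had 0.37 and adrenergic signaling in cardiomyocytes -0.03 (adjusted p = 0.107 and 0.194 from limma's camera). With the replicate block (replicate correlation 0.150) the adjusted p values from limma's camera were 0.0869 for relaxin, 0.000921 for PI3K-Akt, 0.0869 for steroid hormone biosynthesis and 0.187 for adrenergic signaling. In KO HDM MTECs the median was 0.56 for steroid hormone biosynthesis (adjusted p = 0.0168 from limma's camera) and -0.08 for adrenergic signaling (adjusted p = 0.163). There, PI3K-Akt signaling had -0.20 and relaxin signaling -0.08 (adjusted p = 0.00521 and 0.32 from limma's camera). With each library left out in turn, the median stayed between -0.34 and -0.23 for PI3K-Akt signaling in WT MTECs. For steroid hormone biosynthesis in KO MTECs it stayed between 0.44 and 0.55. The left-out medians come from edgeR fits and the others from voom values, so 0.56 can lie outside that range. Estimating the inter-gene correlation for each set moved these results most. PI3K-Akt signaling in WT MTECs and steroid hormone biosynthesis in KO MTECs then had adjusted p = 0.0974 and 0.138 from limma's camera.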

Some notable KEGG pathways with known impacts on AHR and which are changed in a sex-specific manner in WT mice include relaxin signaling and PI3K-Akt signaling (Fig. S8A), while steroid hormone biosynthesis and adrenergic signaling are altered in a sex-specific manner in KO mice (Fig. S8B).

## Discussion

We showed that loss of LMAN1 influences airway hyperresponsiveness (AHR) in a sex-dependent manner in response to HDM. The occurrence of sex-dependent trends in asthma incidence and severity is well established, with adult females demonstrating a higher incidence of asthma as well as increased asthma-related hospitalizations and death compared with adult males.^25–28^ This trend is often linked with gender differences in hormone levels. Estrogen in females exerts a Th2-enhancing effect, which is thought to be responsible for higher ILC2 levels, enhanced Th2 and Th17 polarization, upregulated histamine receptor expression, and increased cysteinyl leukotriene production seen in females versus males.^29^ Conversely, testosterone provides a protective effect in males by causing a shift towards Th1 immunity.^30–32^ Other gender differences in asthma appear to be genetic, as various single-nucleotide polymorphisms (SNPs) have been linked with sex-specific trends in pulmonary function and asthma risk.^33^

In this work, we investigated the role of LMAN1 in a physiologically relevant mouse model of allergic asthma and showed that LMAN1 regulates both AHR and the inflammatory response to HDM in a sex-dependent manner. Male LMAN1 KO mice showed reduced AHR and an attenuated inflammatory response, as evidenced by trends in lung immune cell infiltration, lung histological scores, serum IgG1 levels, lung CD4^+^ T cell polarization, and lung cytokine levels. These findings suggest that LMAN1 promotes the response to HDM in male mice, a surprising result given our previous finding that LMAN1 acts as a negative regulator *in vitro*. However, it should be noted that our *in vitro* experiments were primarily focused on bone marrow-derived dendritic cells and dendritic cell lines and did not control for the sex of the mice. Our findings furthermore raised the question of whether LMAN1 may act as a positive regulator of the response to HDM in certain cell types. Although our previous *in vitro* experiments focused on the role of LMAN1 in DCs, we have also reported LMAN1 to be expressed on the surface of other cells, including B cells, T cells, neutrophils, and airway epithelial cells, in which it could potentially play a different role, leading to a complex interplay of factors in the in vivo environment.

While LMAN1 appeared to promote HDM-induced allergic airway disease in male mice, its effects in female mice were not as clear-cut. Female LMAN1 KO mice showed significantly enhanced AHR compared with WT females, but did not exhibit concurrent increases in the HDM-induced inflammatory response, suggesting the contribution of other factors. It seems that the effects of LMAN1 in females may be targeted toward a specific cell type involved in AHR, such as airway epithelium or airway smooth muscle cells. Other studies support this conclusion by showing that, while inflammation often contributes to AHR, the 2 do not necessarily correlate. AHR is generally recognized as having two components: first, a fixed/chronic component, which reflects differences in airway structure due to remodeling or genetic predisposition, and secondly, a variable component, which fluctuates based on allergen exposure and inflammation.^34^ Intrinsic differences that comprise the chronic component have been identified in asthmatic ASM, such as enhanced activity of contractile proteins and increased shortening velocity.^34^^,^^35^ Thickening of the smooth muscle layer, the inner epithelial layer, and the outer wall of the airways is also strongly correlated with resistance.^36^ The uncoupling of inflammation and AHR is further demonstrated by *in vivo* research showing that strain-specific differences in mouse AHR are not linked with inflammation and instead correlate with other factors, such as ASM shortening velocity and expression of genes encoding G protein-coupled receptors, which regulate smooth muscle contraction.^37–39^ Thus, it is quite possible that LMAN1 acts through a specific mechanism in female mice to regulate ASM function without corresponding effects on inflammation. As previously mentioned, it is not likely that LMAN1 is simply affecting lung structure as no differences in lung function are observed in the absence of LMAN1 at baseline (Fig. S1).

Our research brings up the key question of what molecular mechanism LMAN1 might utilize to regulate responses to HDM in a sex-dependent manner. In the current work, we performed RNA sequencing in MTECs from WT and LMAN1 KO mice and used pathway analysis to identify areas that differ in expression between males and females of each genotype. Interestingly, we identified several sex-dependent trends found only in KO, but not WT, MTECs, demonstrating that loss of LMAN1 alters expression of these pathways. 

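Whether the sex difference under HDM differed between genotypes was tested with an interaction term, (male KO minus female KO) minus (male WT minus female WT). It was called in 2119 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 898 were higher and 1221 lower. Of the genes called for sex under HDM, 2622 were called in both genotypes, and 2463 of them changed in the same direction. Across all tested genes, which are not independent replicates, Spearman's rho between the WT and KO sex differences was 0.467. For the whole sets, the interaction had adjusted p = 0.393 for relaxin signaling, PI3K-Akt signaling and steroid hormone biosynthesis alike from limma's camera, with medians of 0.06, 0.03 and -0.17. Adrenergic signaling had adjusted p = 0.829, AGE-RAGE signaling 0.681, ABC transporters 0.453 and Wnt signaling 0.893 from limma's camera. All HDM libraries labelled KO retained Lman1 transcript, at between 53.9% and 64.8% of the WT mean. From pathways listed for the sex comparison of KO MTECs and absent from that of WT MTECs (Fig. S8), the paper concludes that expression of these pathways is altered by loss of LMAN1.

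**Figure D4:**
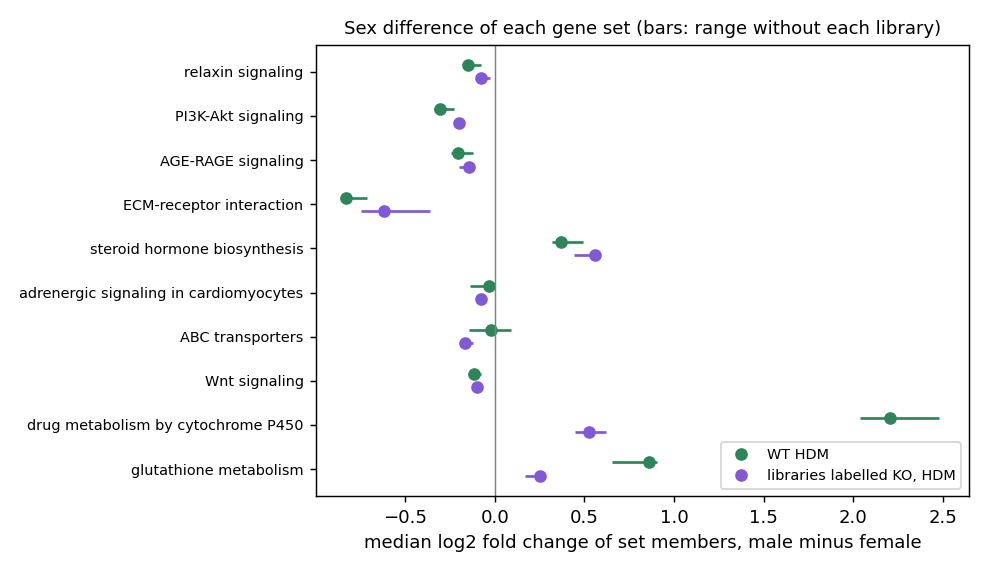
Median log2 fold change (male minus female) of the members of each hand-written gene set under HDM, in WT MTECs (green) and in libraries labelled KO (purple). Bars span the medians obtained with each library left out in turn, extended to the plotted median where it lies outside them. Plotted medians come from voom values and the left-out ones from edgeR fits. Steroid hormone biosynthesis lies at 0.37 in WT and 0.56 in KO MTECs, and PI3K-Akt signaling at -0.31 and -0.20.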

For example, the steroid hormone biosynthesis pathway was enhanced in KO males compared with KO females, an interesting area for future investigation given the key role of steroid hormones in regulating immune responses. 

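Of the 29 tested members of steroid hormone biosynthesis, 10 were called for sex in KO HDM MTECs, 8 higher and 2 lower in males. In WT HDM MTECs 20 were called, 13 higher and 7 lower in males. The interaction was called in 9 members, 2 higher and 7 lower. Hsd17b11 (ENSMUSG00000029311, chromosome 5, 103989762 to 104021919) had 82.28 ± 3.07 CPM (SD, n = 2) in male and 51.86 ± 2.66 in female KO HDM MTECs. Its log2 fold change was 0.67 (standard error 0.08, adjusted p = 2.85e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Akr1c18 (ENSMUSG00000021214, chromosome 13, 4132615 to 4150654) had 69.7 ± 5.86 CPM in male and 26.35 ± 4.45 in female KO HDM MTECs, a log2 fold change of 1.41 (adjusted p = 3.27e-04 from edgeR's quasi-likelihood test). Cyp2b10 (ENSMUSG00000030483, chromosome 7, 25897620 to 25926624) had a log2 fold change of 1.84 (standard error 0.26, adjusted p = 5.4e-04 from edgeR's quasi-likelihood test). Akr1c18 in WT HDM MTECs had 63.13 ± 7.53 CPM in males and 4.68 ± 1.68 in females (SD, n = 2), and Cyp2b10 had 16.25 ± 4.15 and 1.04 ± 0.06.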

Cortisol, a steroid hormone produced by the adrenal gland, is known for its ability to inhibit inflammation and is thus used as a therapy for allergic asthma, autoimmune diseases, and graft versus host disease.^40^ The sex steroid hormones could also potentially be implicated. Estrogen in particular has complex effects on AHR that do not parallel its enhancing effect on the immune response, suggesting that changes in estrogen signaling might explain the divergent trends in AHR in LMAN1 KO mice.^31^^,^^41^^,^^42^ In addition to affecting steroid hormone biosynthesis, loss of LMAN1 in MTECs sex-dependently influenced the pathway of adrenergic signaling. 

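In KO HDM MTECs, 36 of the 111 tested members of adrenergic signaling in cardiomyocytes were called for sex, 11 higher and 25 lower in males. In WT HDM MTECs 65 were called, 28 higher and 37 lower, and the interaction was called in 16. Camk2d (ENSMUSG00000053819, chromosome 3, 126596302 to 126846326) had 32.02 ± 1.63 CPM (SD, n = 2) in male and 80.09 ± 6.38 in female KO HDM MTECs, a log2 fold change of -1.32 (adjusted p = 4.78e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rapgef3 (ENSMUSG00000022469, chromosome 15, 97744770 to 97767972) had a log2 fold change of -3.68 (standard error 0.40, adjusted p = 1.47e-04 from edgeR's quasi-likelihood test). Mapk12 (ENSMUSG00000022610, chromosome 15, 89130584 to 89140703) had 0.86 (standard error 0.11, adjusted p = 3.15e-04 from edgeR's quasi-likelihood test). Adrb1 (ENSMUSG00000035283, chromosome 19, 56722199 to 56733113) was not called in KO HDM MTECs and had a log2 fold change of 0.47 (standard error 0.23, adjusted p = 0.162 from edgeR's quasi-likelihood test). It was called there when only the 4 compared libraries were fitted, without a filter on low counts, and with a correction for GC content and gene length and the replicate block (adjusted p = 0.00695, 0.0281 and 0.0473 from edgeR's quasi-likelihood test). In WT HDM MTECs Adrb1 was called, with a log2 fold change of 1.13 (adjusted p = 0.00281 from edgeR's quasi-likelihood test), and 1.12 with the replicate block at a replicate correlation of 0.150 (adjusted p = 0.00103). Its sex by genotype interaction was -0.66 (adjusted p = 0.2 from edgeR's quasi-likelihood test).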

While adrenergic signaling is most recognized for contributing to AHR by regulating airway smooth muscle cell contraction, some studies have also shown that adrenergic signaling solely within the airway epithelial compartment is sufficient to influence AHR.^43^^,^^44^ Sex-dependent trends in adrenergic signaling have indeed been reported in the context of cardiovascular disease,^45^^,^^46^ and SNPs in the β2-adrenergic receptor have also been linked in a sex-dependent manner with persistence of asthma symptoms.^47^ Other pathways highlighted by our analysis include ABC transporters, Wnt signaling, and miRNAs in cancer, all of which warrant further investigation in relation to LMAN1.

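For ABC transporters, 14 of the 34 tested members were called for sex in KO HDM MTECs, 8 higher and 6 lower in males, and 16 were called in WT HDM MTECs. The set as a whole had adjusted p = 0.917 in KO MTECs from limma's camera. Abcc3 (ENSMUSG00000020865, chromosome 11, 94343295 to 94392997) had a log2 fold change of 1.34 (standard error 0.20, adjusted p = 7.61e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Abcb1b (ENSMUSG00000028970, chromosome 5, 8798147 to 8866315) had -1.40 (standard error 0.26, adjusted p = 0.00279 from edgeR's quasi-likelihood test). Abca13 (ENSMUSG00000004668, chromosome 11, 9191942 to 9684259) lay at or under 3 counts in both female KO HDM libraries and was at least 28.4-fold higher in males. For Wnt signaling, 49 of 138 tested members were called in KO HDM MTECs, 16 higher and 33 lower in males, with a median log2 fold change of -0.10 (adjusted p = 0.0285 from limma's camera). In WT HDM MTECs 68 members were called, 25 higher and 43 lower, with a median of -0.11 (adjusted p = 0.114 from limma's camera, and 0.0869 with the replicate block at a replicate correlation of 0.150). Wnt5a (ENSMUSG00000021994, chromosome 14, 28504750 to 28527448) had 24.91 ± 1.60 CPM (SD, n = 2) in male and 78.06 ± 6.77 in female KO HDM MTECs, a log2 fold change of -1.65 (adjusted p = 1.27e-04 from edgeR's quasi-likelihood test). Prickle1 (ENSMUSG00000036158, chromosome 15, 93499114 to 93595891) had -4.29 (standard error 0.51, adjusted p = 2.16e-04 from edgeR's quasi-likelihood test). Wnt5a in WT HDM MTECs had 36.73 ± 2.09 CPM in males and 186.3 ± 3.08 in females (SD, n = 2). miRNAs in cancer were not analysed here.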

In WT male and female MTECs, we conversely identified several pathways with sex-dependent trends in expression that differed from KO MTECs. WT females showed enhancement of relaxin signaling compared with WT males. 

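Of the 110 tested members of relaxin signaling, 57 were called for sex in WT HDM MTECs, 21 higher and 36 lower in males. Extracellular matrix genes made up 9 of the tested members and 5 of those called. In KO HDM MTECs 34 members were called, 14 higher and 20 lower in males, and the interaction was called in 17. Col4a4 (ENSMUSG00000067158, chromosome 1, 82448423 to 82586849) had 5.9 ± 2.18 CPM (SD, n = 2) in male and 28.18 ± 0.19 in female WT HDM MTECs. Its log2 fold change was -2.26 (standard error 0.21, adjusted p = 1.06e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gng4 (ENSMUSG00000021303, chromosome 13, 13784059 to 13827896) had a log2 fold change of -4.60 (standard error 0.45, adjusted p = 1.62e-05 from edgeR's quasi-likelihood test). In the opposite direction, Mapk12 had 36.07 ± 3.25 CPM in males and 16.15 ± 0.87 in females, a log2 fold change of 1.16 (adjusted p = 1.44e-05 from edgeR's quasi-likelihood test). With the replicate block (replicate correlation 0.150) the log2 fold changes were -2.27 for Col4a4, -4.59 for Gng4 and 1.16 for Mapk12. The relaxin gene Rln1 (ENSMUSG00000039097) and the receptor genes Rxfp1 (ENSMUSG00000034009) and Rxfp2 (ENSMUSG00000053368) did not pass the filter. Across the 8 groups, mean CPM did not exceed 0.044 for Rln1, 0.024 for Rxfp1 and 0.117 for Rxfp2, so a sex difference in them was not detectable at this depth.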

Relaxin, a peptide hormone produced by the corpus luteum in females and the prostate in males, is known to exert antifibrotic effects and can partially reverse features of airway remodeling in mice with allergic asthma.^48^^,^^49^ Mice lacking relaxin show enhanced lung fibrosis and AHR both at baseline and in response to allergen, suggesting that sex-dependent modulation of this pathway could possibly explain the effects of LMAN1 on AHR.^50^ Another pathway found to be differentially regulated in WT males vs. females was PI3K-AKT signaling. 

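In WT HDM MTECs, 134 of the 231 tested members of PI3K-Akt signaling were called for sex, 41 higher and 93 lower in males. Extracellular matrix genes, counted together with integrin genes, made up 52 of the tested members. They made up 33 of those called, 27 of them lower in males. In KO HDM MTECs 70 members were called, 21 higher and 49 lower in males. The 3 members with the smallest p values were higher in males. Ngfr (ENSMUSG00000000120, chromosome 11, 95568818 to 95587735) had 172.8 ± 16.7 CPM (SD, n = 2) in male and 10.86 ± 2.24 in female WT HDM MTECs. Its log2 fold change was 3.99 (standard error 0.17, adjusted p = 5.89e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fgfr3 (ENSMUSG00000054252, chromosome 5, 33721674 to 33737068) had 4.48 (standard error 0.22, adjusted p = 1.47e-07 from edgeR's quasi-likelihood test). Lpar3 (ENSMUSG00000036832, chromosome 3, 146220963 to 146286186) had 4.18 (standard error 0.25, adjusted p = 6.33e-07 from edgeR's quasi-likelihood test). With the replicate block (replicate correlation 0.150) the log2 fold changes were 3.99 for Ngfr, 4.48 for Fgfr3 and 4.17 for Lpar3.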

In airway smooth muscle cells, PI3K promotes AHR by signaling through mTOR and AKT to promote ASM proliferation, and pharmacological inhibition of PI3K has been shown to prevent fibrosis and airway remodeling.^51^^,^^52^ Interestingly, the PI3K/PTEN axis has also been shown to be important within airway epithelial cells, with PI3K expression increasing and PTEN levels decreasing with exposure to allergen in this cell type, concurrent with the effects on AHR.^53^ 

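AGE-RAGE signaling had 95 tested members. For male minus female KO HDM MTECs its median log2 fold change was -0.14 (adjusted p = 0.121 from limma's camera), with 44 members called, 17 higher and 27 lower in males. In WT HDM MTECs the median was -0.20 (adjusted p = 0.121 from limma's camera, and 0.099 with the replicate block at a replicate correlation of 0.150), with 55 members called, 24 higher and 31 lower. F3 (ENSMUSG00000028128, chromosome 3, 121723537 to 121735048) had 567.2 ± 11.5 CPM (SD, n = 2) in male and 217.4 ± 4.02 in female KO HDM MTECs, a log2 fold change of 1.38 (adjusted p = 5.98e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cybb (ENSMUSG00000015340, chromosome X, 9435252 to 9487771) had 2.31 (standard error 0.22, adjusted p = 6.65e-05 from edgeR's quasi-likelihood test). Plcg2 (ENSMUSG00000034330, chromosome 8, 117498291 to 117635142) had -1.16 (standard error 0.13, adjusted p = 1.5e-04 from edgeR's quasi-likelihood test). Ager (ENSMUSG00000015452, chromosome 17, 34597862 to 34600936), which encodes RAGE, had 0.558 ± 0.184 CPM in male and 0.571 ± 0.504 in female KO HDM MTECs (SD, n = 2).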

PI3K signaling furthermore regulates activation of NF-κB and MAPKs, factors we know to be influenced by LMAN1, suggesting a potential area of crosstalk to explore.^52^^,^^54^ The AGE-RAGE pathway was also differentially altered in LMAN1 KO MTECs in a sex-dependent manner. Given that RAGE is currently being explored as a therapeutic target for asthma,^55^^,^^56^ further studies will be needed to elucidate how this pathway could be regulated sex-dependently in response to HDM, and how it could be influenced by loss of LMAN1.

One limitation of this work is that we did not control for effects of endogenous hormone levels, which vary throughout the estrous cycle in females. In subsequent studies, controlling for this factor may help to further define the role of LMAN1 in the allergic response in females. Experiments performed in WT versus LMAN1 KO mice with ovariectomy would also confirm the role of female sex hormones. Other future areas of research for our lab include studying the *in vivo* effects of LMAN1 KO in specific cell types through the use of conditional gene trap LMAN1 mice available at Jackson Laboratory/Mutant Mouse Resource & Research Centers (MMRRC). This would allow us to explore possible sex-dependent effects of LMAN1 in different compartments. These studies may help to clarify how LMAN1 acts as a negative regulator in DCs in vitro yet exerts sex-dependent effects in vivo.

In summary, our research has confirmed a critical role for LMAN1 in modulating HDM-induced inflammation. Our experiments demonstrate that LMAN1 could serve as a promising therapeutic target due to its ability to regulate the Th2 response as well as AHR. Our findings of sex-specific mechanisms suggest that LMAN1 should potentially be targeted through different methods in males and females. Uncovering the mechanisms of LMAN1 signaling and understanding its effects in different contexts may open possibilities for targeting this receptor with therapeutics that help address the unmet need in treatments for severe asthma.

## Supplementary Material

vkaf126_Supplementary_Data

## Data Availability

The RNA sequencing data that support the findings of this study are openly available at the Gene Expression Omnibus (GEO) Database under accession number GSE294581. All other data is described within the manuscript and Supplemental Information.

# Supplementary material for: Sex-dependent influence of LMAN1 on allergen-induced airway hyperresponsiveness
**Source:** J Immunol. 2025 Jun 15;214(9):2397–407. doi: 10.1093/jimmun/vkaf126
**Supplement:** vkaf126_Supplementary_Data

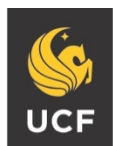

UNIVERSITY OF CENTRAL FLORIDA

Justine Tigno-Aranjuez, Ph.D.  
Associate Professor of Medicine  
**Immunity and Pathogenesis Division**  
**Burnett School of Biomedical Sciences**  
**UCF College of Medicine**  
BSBS Bldg. Rm 338 (office), Rm 370 (lab)  
6900 Lake Nona Blvd,  
Orlando, FL 32827  
Office:   
Lab: 

April 8, 2025

To the Editors of the Journal of Immunology:

We would like to submit the revision for our manuscript entitled “Sex-dependent Influence of LMAN1 on Allergen-induced Airway Hyperresponsiveness” for consideration for publication in the Journal of Immunology as a full-length article.

Our previous work published in Cell Reports was the first description of LMAN1 (also known as ERGIC-53) as a *bona fide* cell surface receptor for the recognition of house dust mite. Prior to this, LMAN1 had only been considered as an internal cargo receptor for a select subset of glycoproteins. The current work submitted to JI is the follow-up to this initial work, investigating the role of LMAN1 in an *in vivo* model of house dust mite (HDM) - induced asthma. Not only do we confirm the involvement of LMAN1 in the sensing of HDM *in vivo*, but also discover that LMAN1 influences airway hyperresponsiveness in a sex-dependent manner. Such findings open the possibility for (a sex-dependent) therapeutic targeting of this receptor.

Main critiques of the initial submission included the lack of a clear mechanism for the observed sex-specific differences, a lack of connection between the presented changes in sex hormone receptor isoforms and disease, and unclear statistical analysis. In this revision, we have included additional data on early cytokines influenced by LMAN1 in a sex-dependent manner and RNA sequencing and pathway analysis data of primary airway epithelial cell cultures from WT and LMAN1 KO mice of both sexes. We have removed the data on sex-hormone receptors which was found to be premature. Lastly, we have simplified and clarified statistical analysis of the data. This new manuscript now includes 6 Main Figures and 8 Supplemental Figures and a revised discussion section.

This is the first such account of an *in vivo* role for LMAN1 in responding to allergens and the first to show a sex-dependent effect of LMAN1 on airway hyperresponsiveness. Given the scope and novelty of this work, we believe that JI is an appropriate journal for the manuscript. We hope that you agree and look forward to your response.

Sincerely,

Justine T. Tigno-Aranjuez

# Supplementary material for: Sex-dependent influence of LMAN1 on allergen-induced airway hyperresponsiveness
**Source:** J Immunol. 2025 Jun 15;214(9):2397–407. doi: 10.1093/jimmun/vkaf126
**Supplement:** vkaf126_Supplementary_Data

**A.**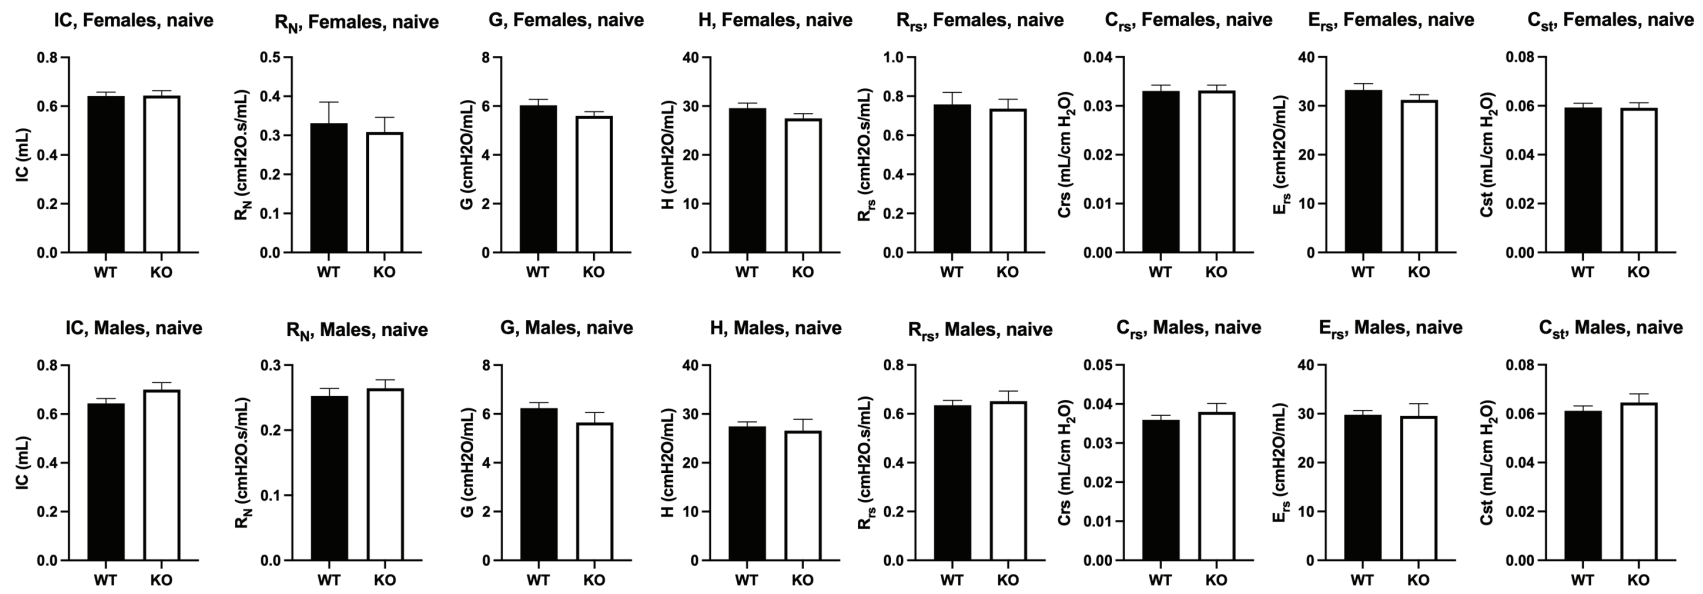**B.**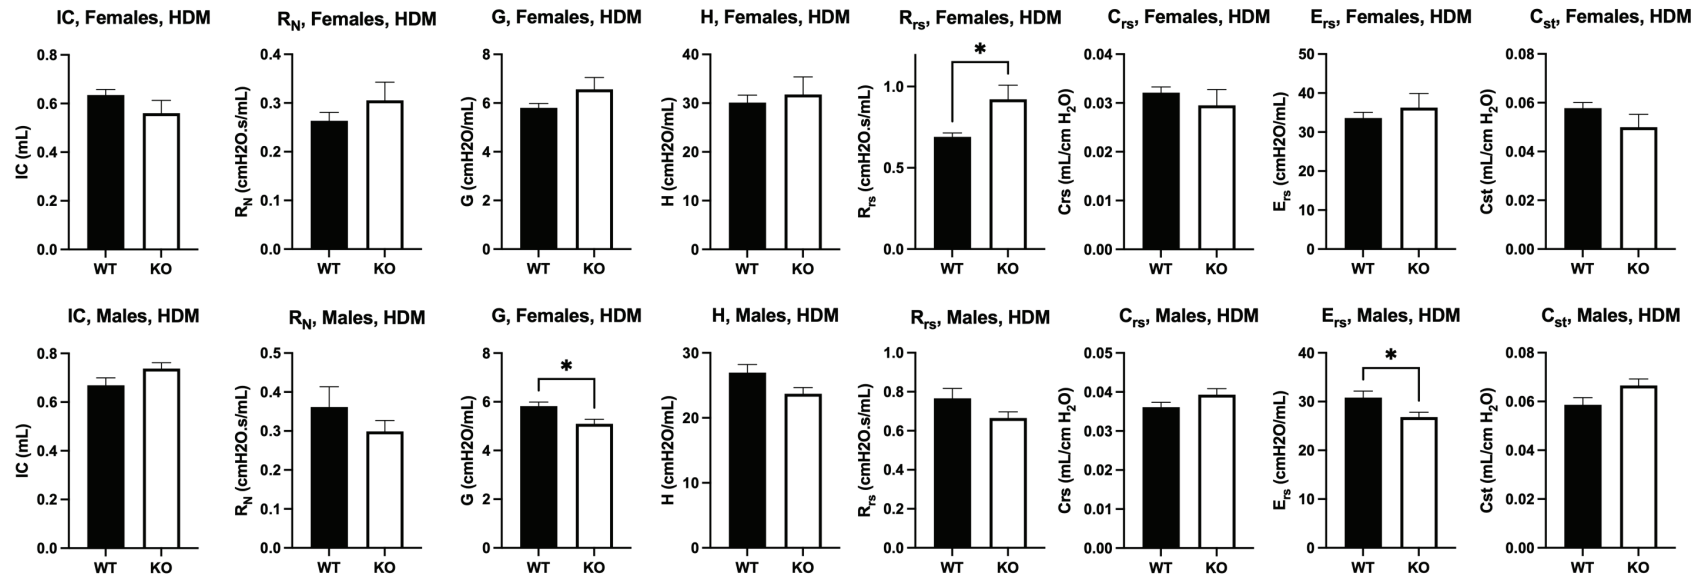

**Supplemental Figure 1.** Naive WT and LMAN1 KO mice of both sexes have similar baseline lung function which is altered when subjected to an HDM asthma model. Female and Male WT and LMAN1 KO mice were left untreated (**A**) or subjected to an HDM asthma model (**B**). After treatment, mice were anesthetized, cannulated and connected to a FlexiVent mechanical ventilator for analysis of baseline lung mechanics. The following parameters were analyzed: IC (inspiratory capacity),  $R_N$  (total resistance), G (tissue damping), H (tissue elastance),  $R_{rs}$  (total resistance),  $C_{rs}$  (system compliance),  $E_{rs}$  (system elastance),  $C_{st}$  (static compliance). An unpaired two-tailed Student's t-test was performed to assess significance between WT and KO groups. \* =  $p < 0.05$  with  $n = 6-13$ /group.

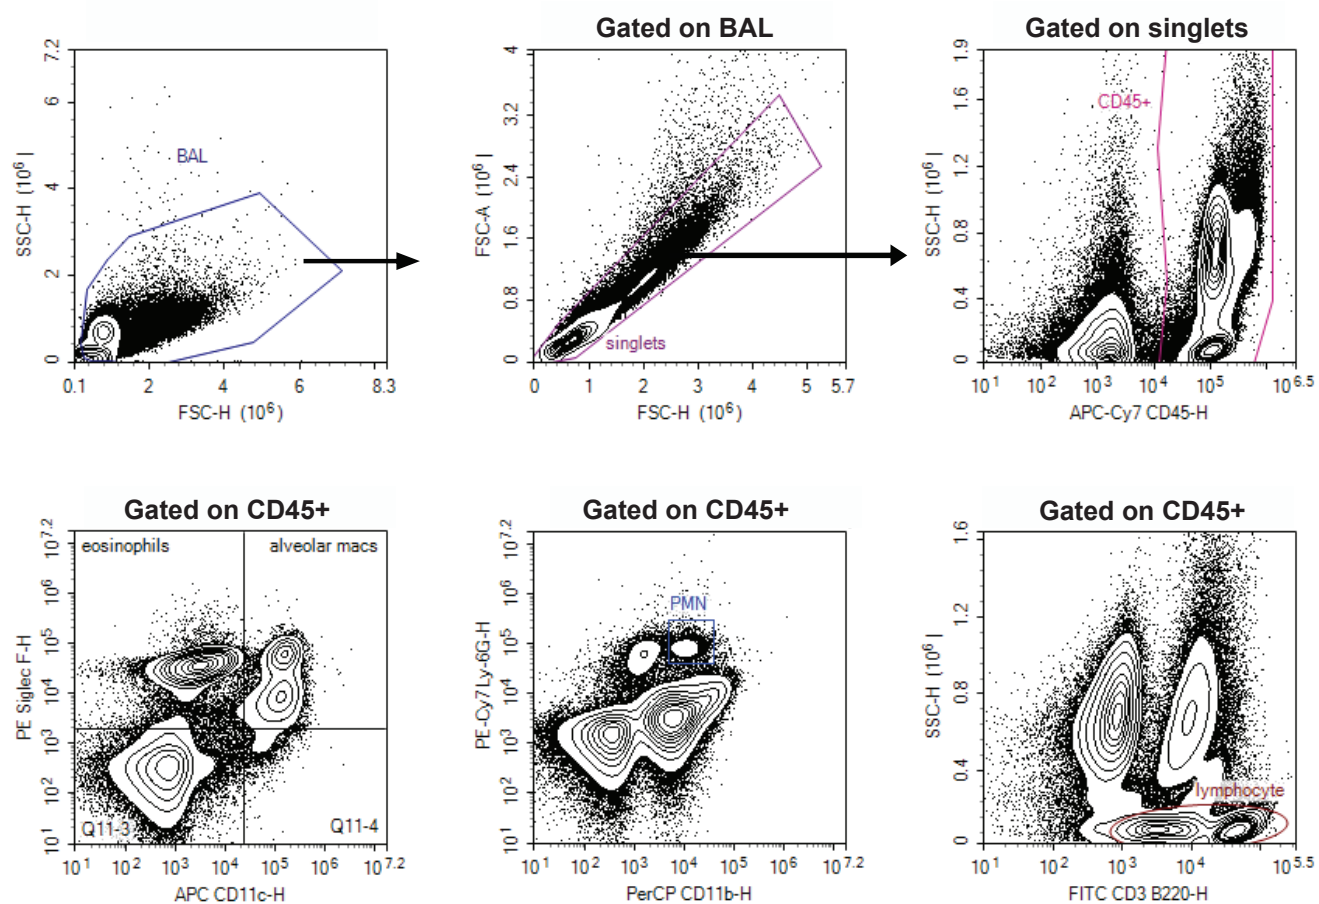

**Supplemental Figure 2.** Gating strategy for BAL staining. BAL samples were collected on day 14, and one million cells were stained with a panel of the following antibodies: FITC anti-mouse CD3, FITC anti-mouse B220, PE anti-mouse Siglec F, PerCP anti-mouse CD11b, PE-Cy7 anti-mouse Ly-6G, APC anti-mouse CD11c, and APC-Cy7 anti-mouse CD45. Eosinophils were classified as CD45<sup>+</sup>CD11c<sup>-</sup>Siglec-F<sup>+</sup> cells, alveolar macrophages as CD45<sup>+</sup>CD11c<sup>+</sup>Siglec-F<sup>+</sup> cells, neutrophils as CD45<sup>+</sup>CD11b<sup>+</sup>Ly-6G<sup>+</sup> cells, and lymphocytes as CD45<sup>+</sup> CD3/B220<sup>+</sup> cells.

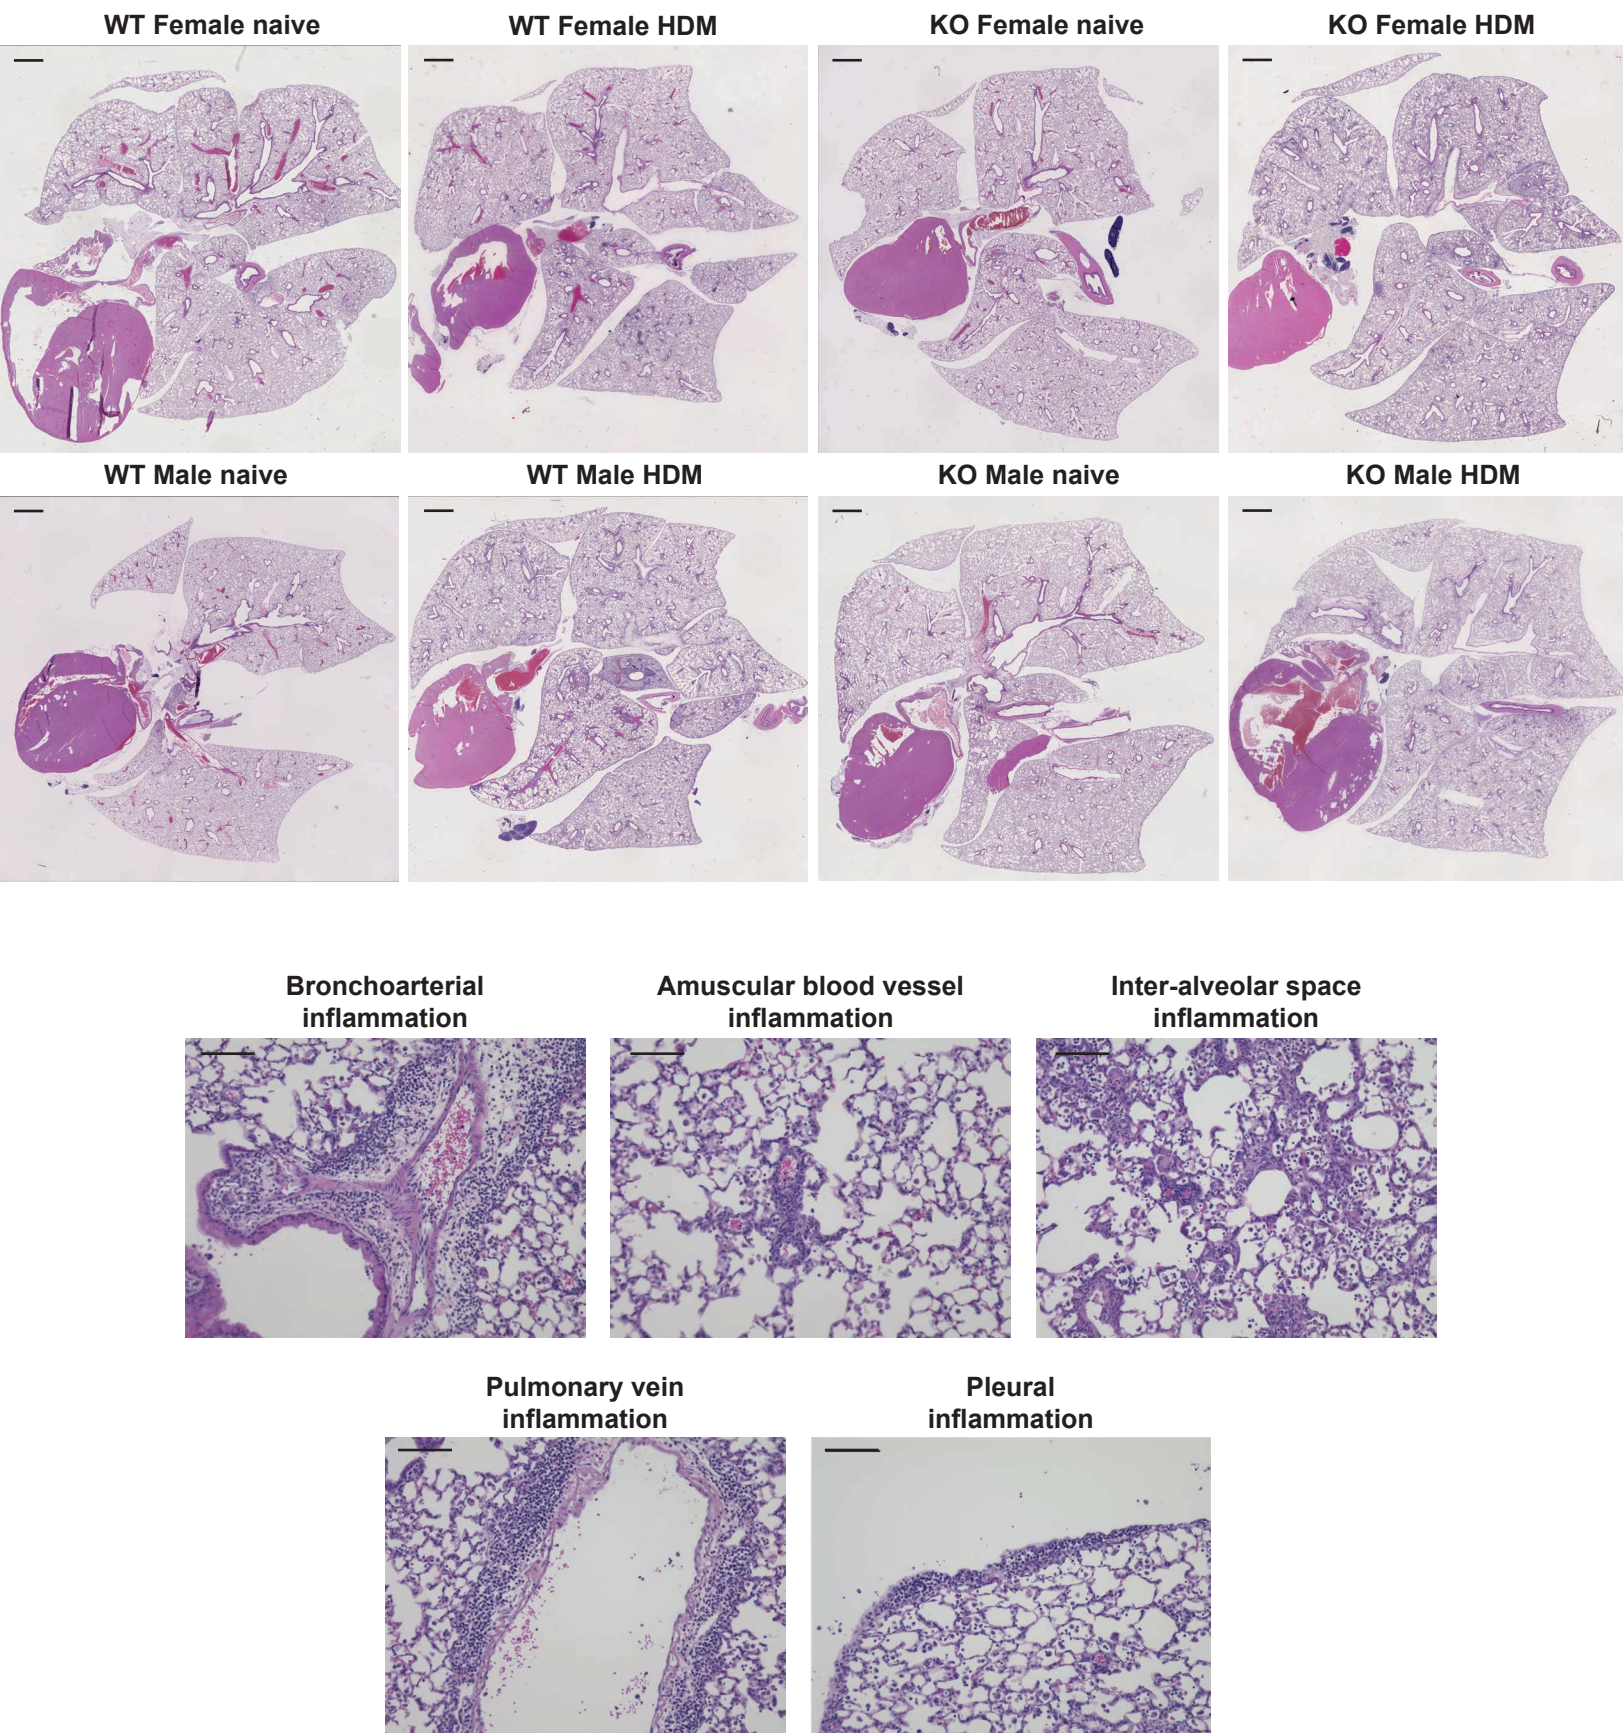

**Supplemental Figure 3.** Representative whole lung histology for naive and HDM-treated WT and LMAN1 KO mice. On day 14, mice were euthanized and lungs were fixed (inflated) with 10% buffered formalin. Fixed tissues were embedded in paraffin, sectioned, and stained with hematoxylin and eosin. An inflammatory index was calculated for each mouse and was based on the sum of individual scores for bronchoarterial inflammation, amuscular blood vessel inflammation, inter-alveolar space inflammation, pulmonary vein inflammation, and pleural inflammation. Representative examples for each of these types of inflammation are shown. (2x magnification, Scale bar = 1mm; 20x magnification, Scale bar = 100μm)

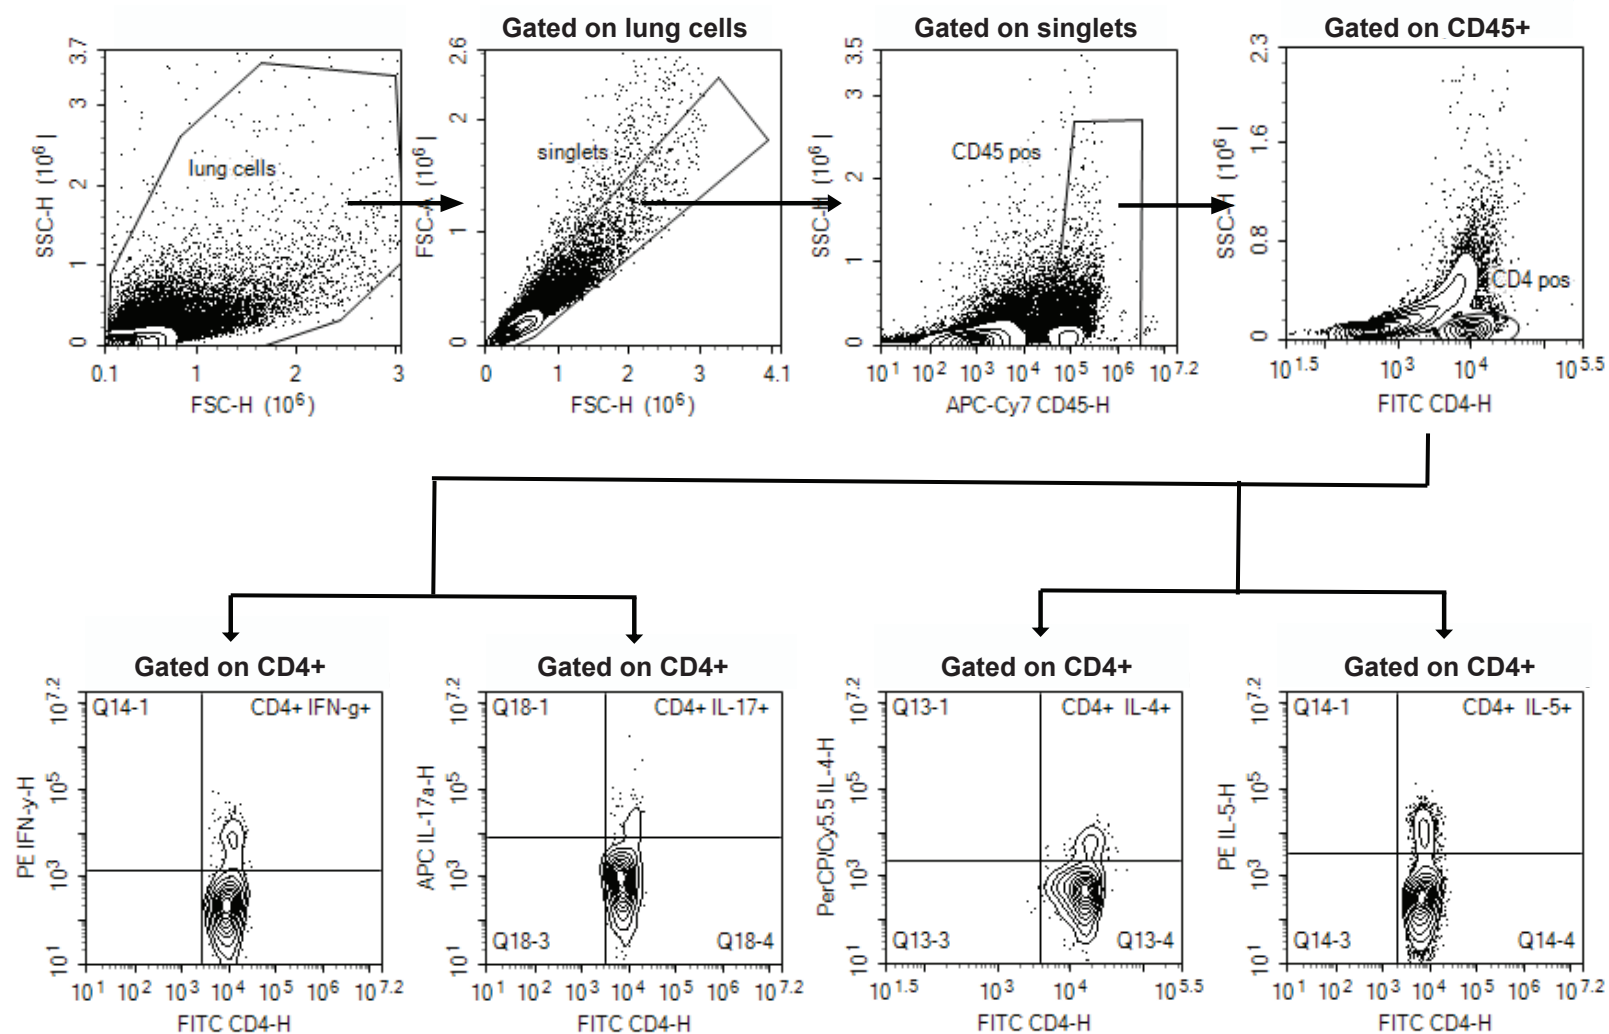

**Supplemental Figure 4.** Gating strategy for Intracellular Cytokine Staining (ICS). On day 14 of an HDM asthma model, mice were euthanized and the right middle lobe of the lung was dissociated by enzymatic digestion and mechanical dissociation and two million cells were used for ICS. Cells were stimulated with PMA + ionomycin in the presence of protein transport inhibitors and afterwards, cells were stained using the following antibodies. For cell surface staining, APC-Cy7 anti-mouse CD45 and FITC anti-mouse CD4 were used. Cells were then fixed and permeabilized and were stained intracellularly using PE anti-mouse IFN- $\gamma$  and APC anti-mouse IL-17a (panel 1) or PerCP/Cy5.5 anti-mouse IL-4 and PE anti-mouse IL-5 (panel 2). Th1: CD45+ CD4+ IFN- $\gamma$ +, Th17: CD45+ CD4+ IL-17+ and Th2: CD45+ CD4+ IL-4+ IL-5+

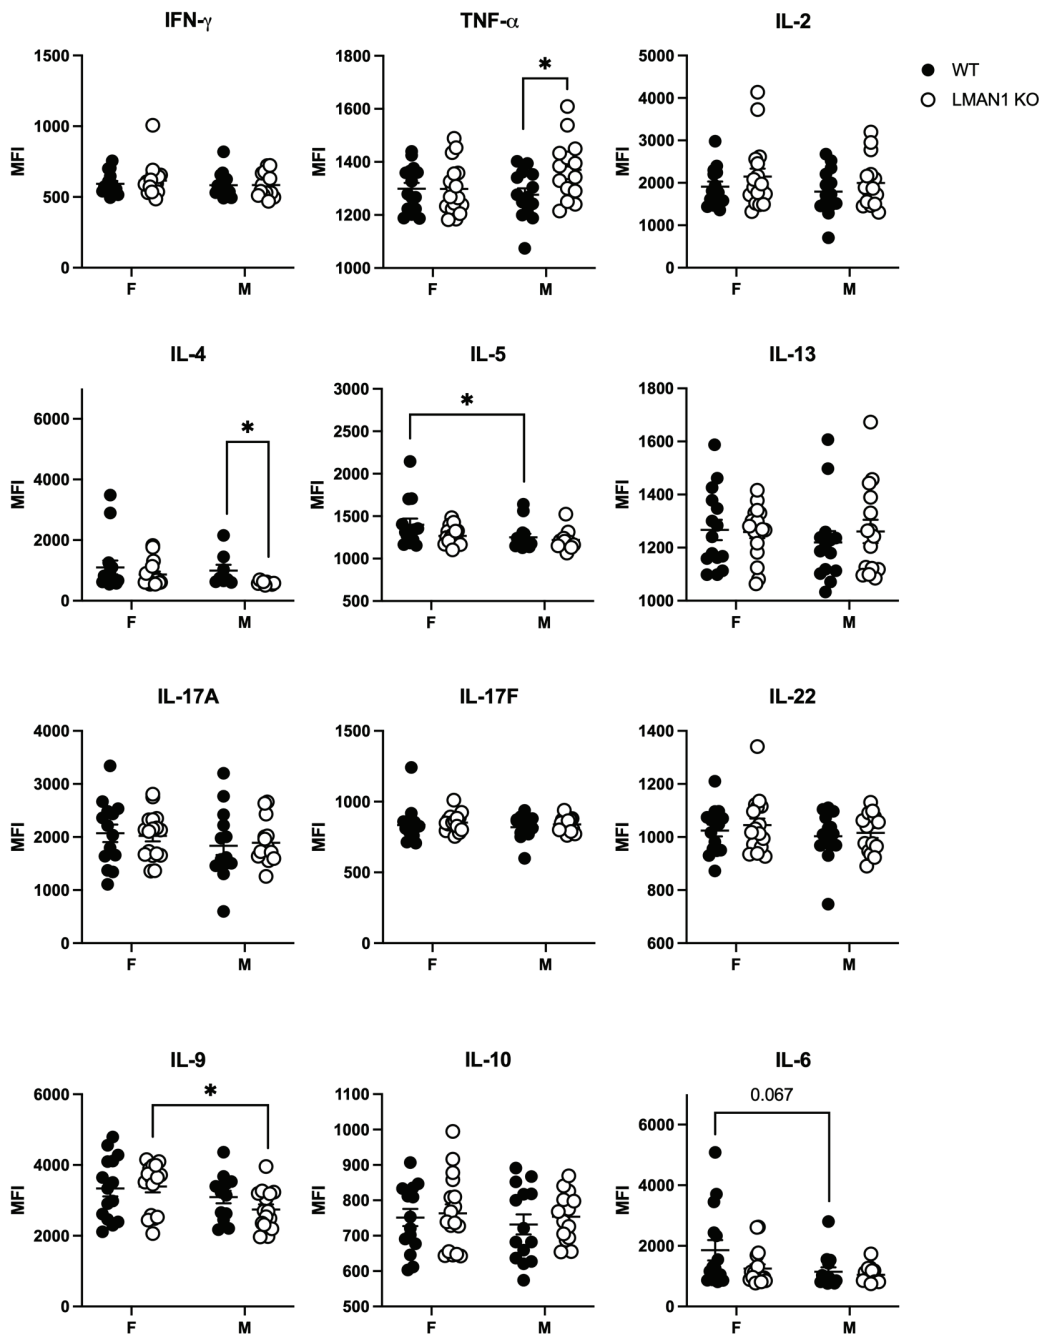

**Supplemental Figure 5.** Multiplex analysis of Th cytokines. On day 14 of a HDM asthma model, mice were euthanized and the lower right lung lobe was homogenized in tissue protein extraction reagent (TPER) supplemented with protease inhibitors. Lysates were collected, standardized and subjected to a bead-based multiplex assay (Legendplex) was used to assess production of various Th cytokines. Results were analyzed using a two-way ANOVA with multiple comparisons. \* =  $p < 0.05$

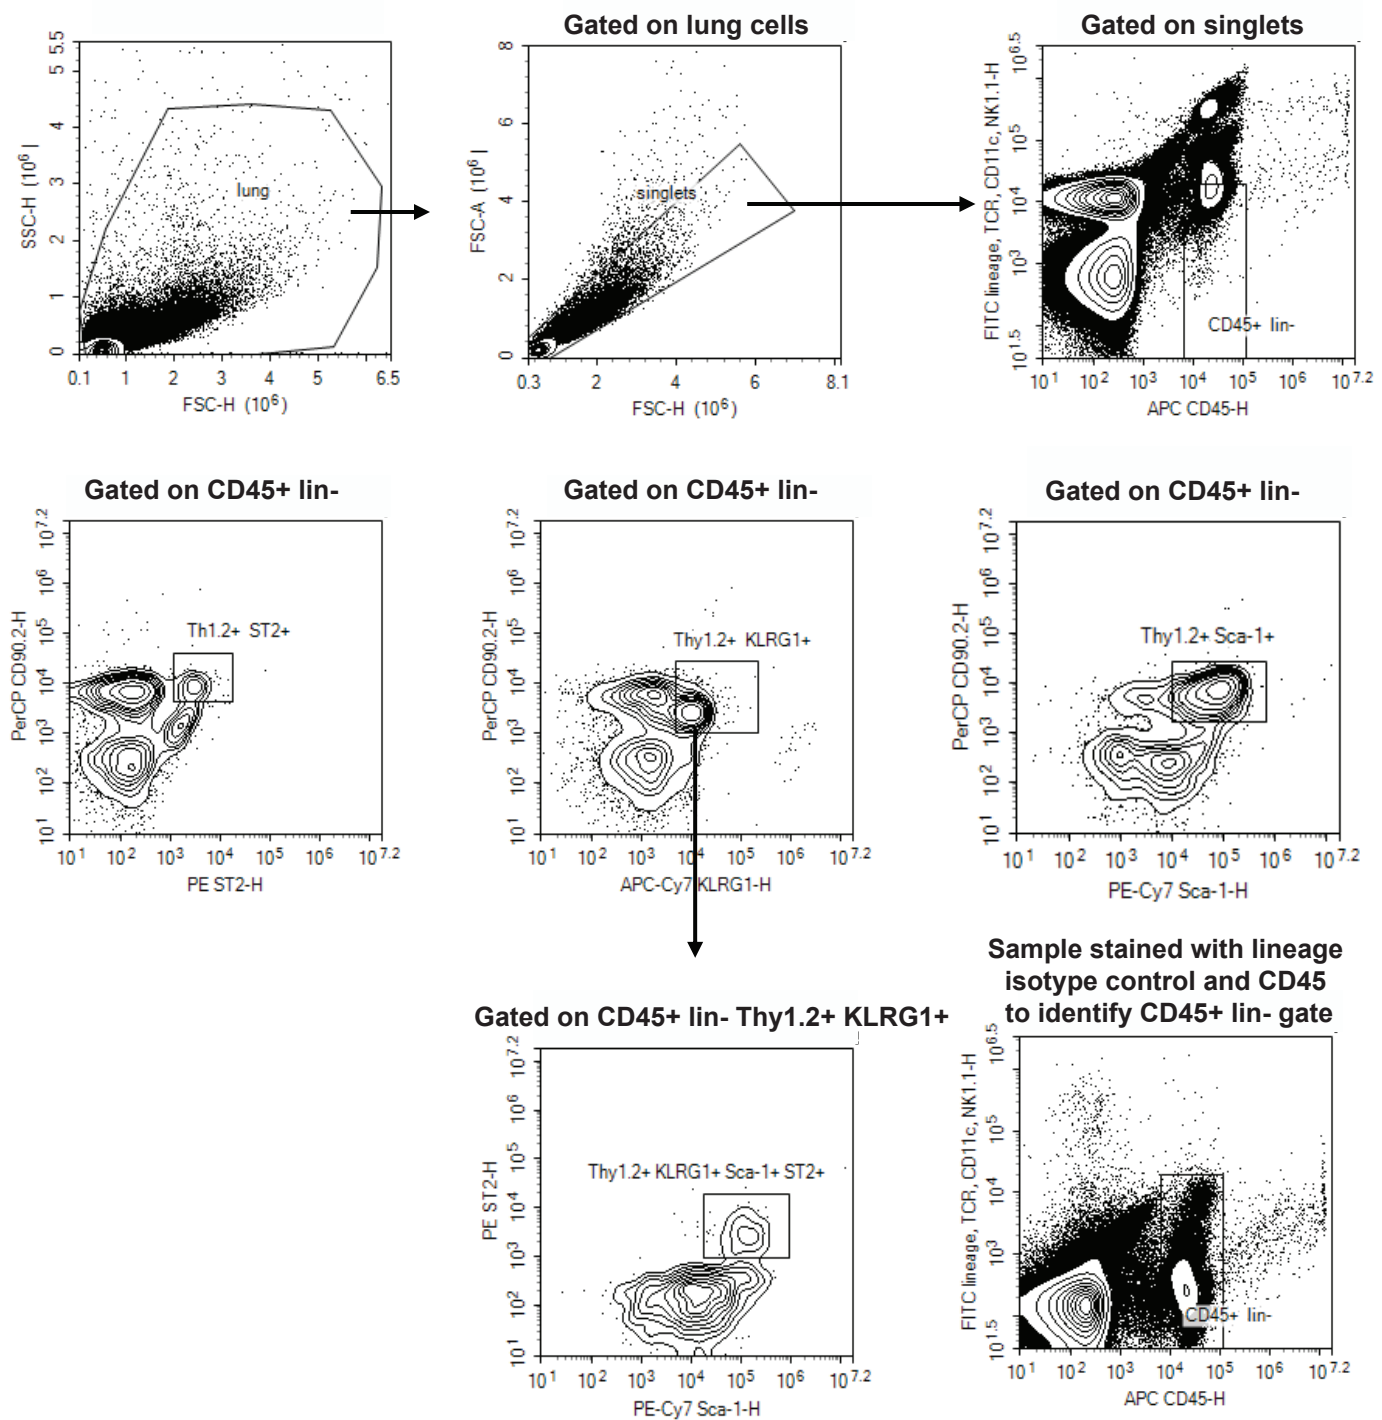

**Supplemental Figure 6.** Gating strategy for ILC2 staining. On day 14, the right middle lobe of the lung was dissociated by enzymatic digestion and mechanical dissociation and two million cells were stained with a panel of antibodies including FITC anti-mouse lineage (lineage cocktail of FITC labelled anti-mouse CD3 $\epsilon$ , anti-mouse Ly-6G/Ly-6C, anti-mouse CD11b, anti-mouse CD45R/B220, anti-mouse TER-119 plus FITC anti-mouse TCR $\beta$ , FITC anti-mouse TCR $\delta\gamma$ , FITC anti-mouse CD11c, FITC anti-mouse NK1.1), APC anti-mouse CD45, APC/Cy7 anti-mouse KLRG1, PerCP anti-mouse Thy1.2, PE anti-mouse ST2, and PE-Cy7 Sca-1. CD45+ Lin- cells were gated as shown above, using a sample stained with CD45 and a lineage isotype control antibody as a guide. ILC2s were delineated as the following four subsets: CD45+Lin-Thy1.2+ST2+ cells, CD45+ Lin-Thy1.2+KLRG1+ cells, CD45+Lin-Thy1.2+Sca-1+ cells, and CD45+ Lin-Thy1.2+KLRG1+Sca-1+ST2+ cells.

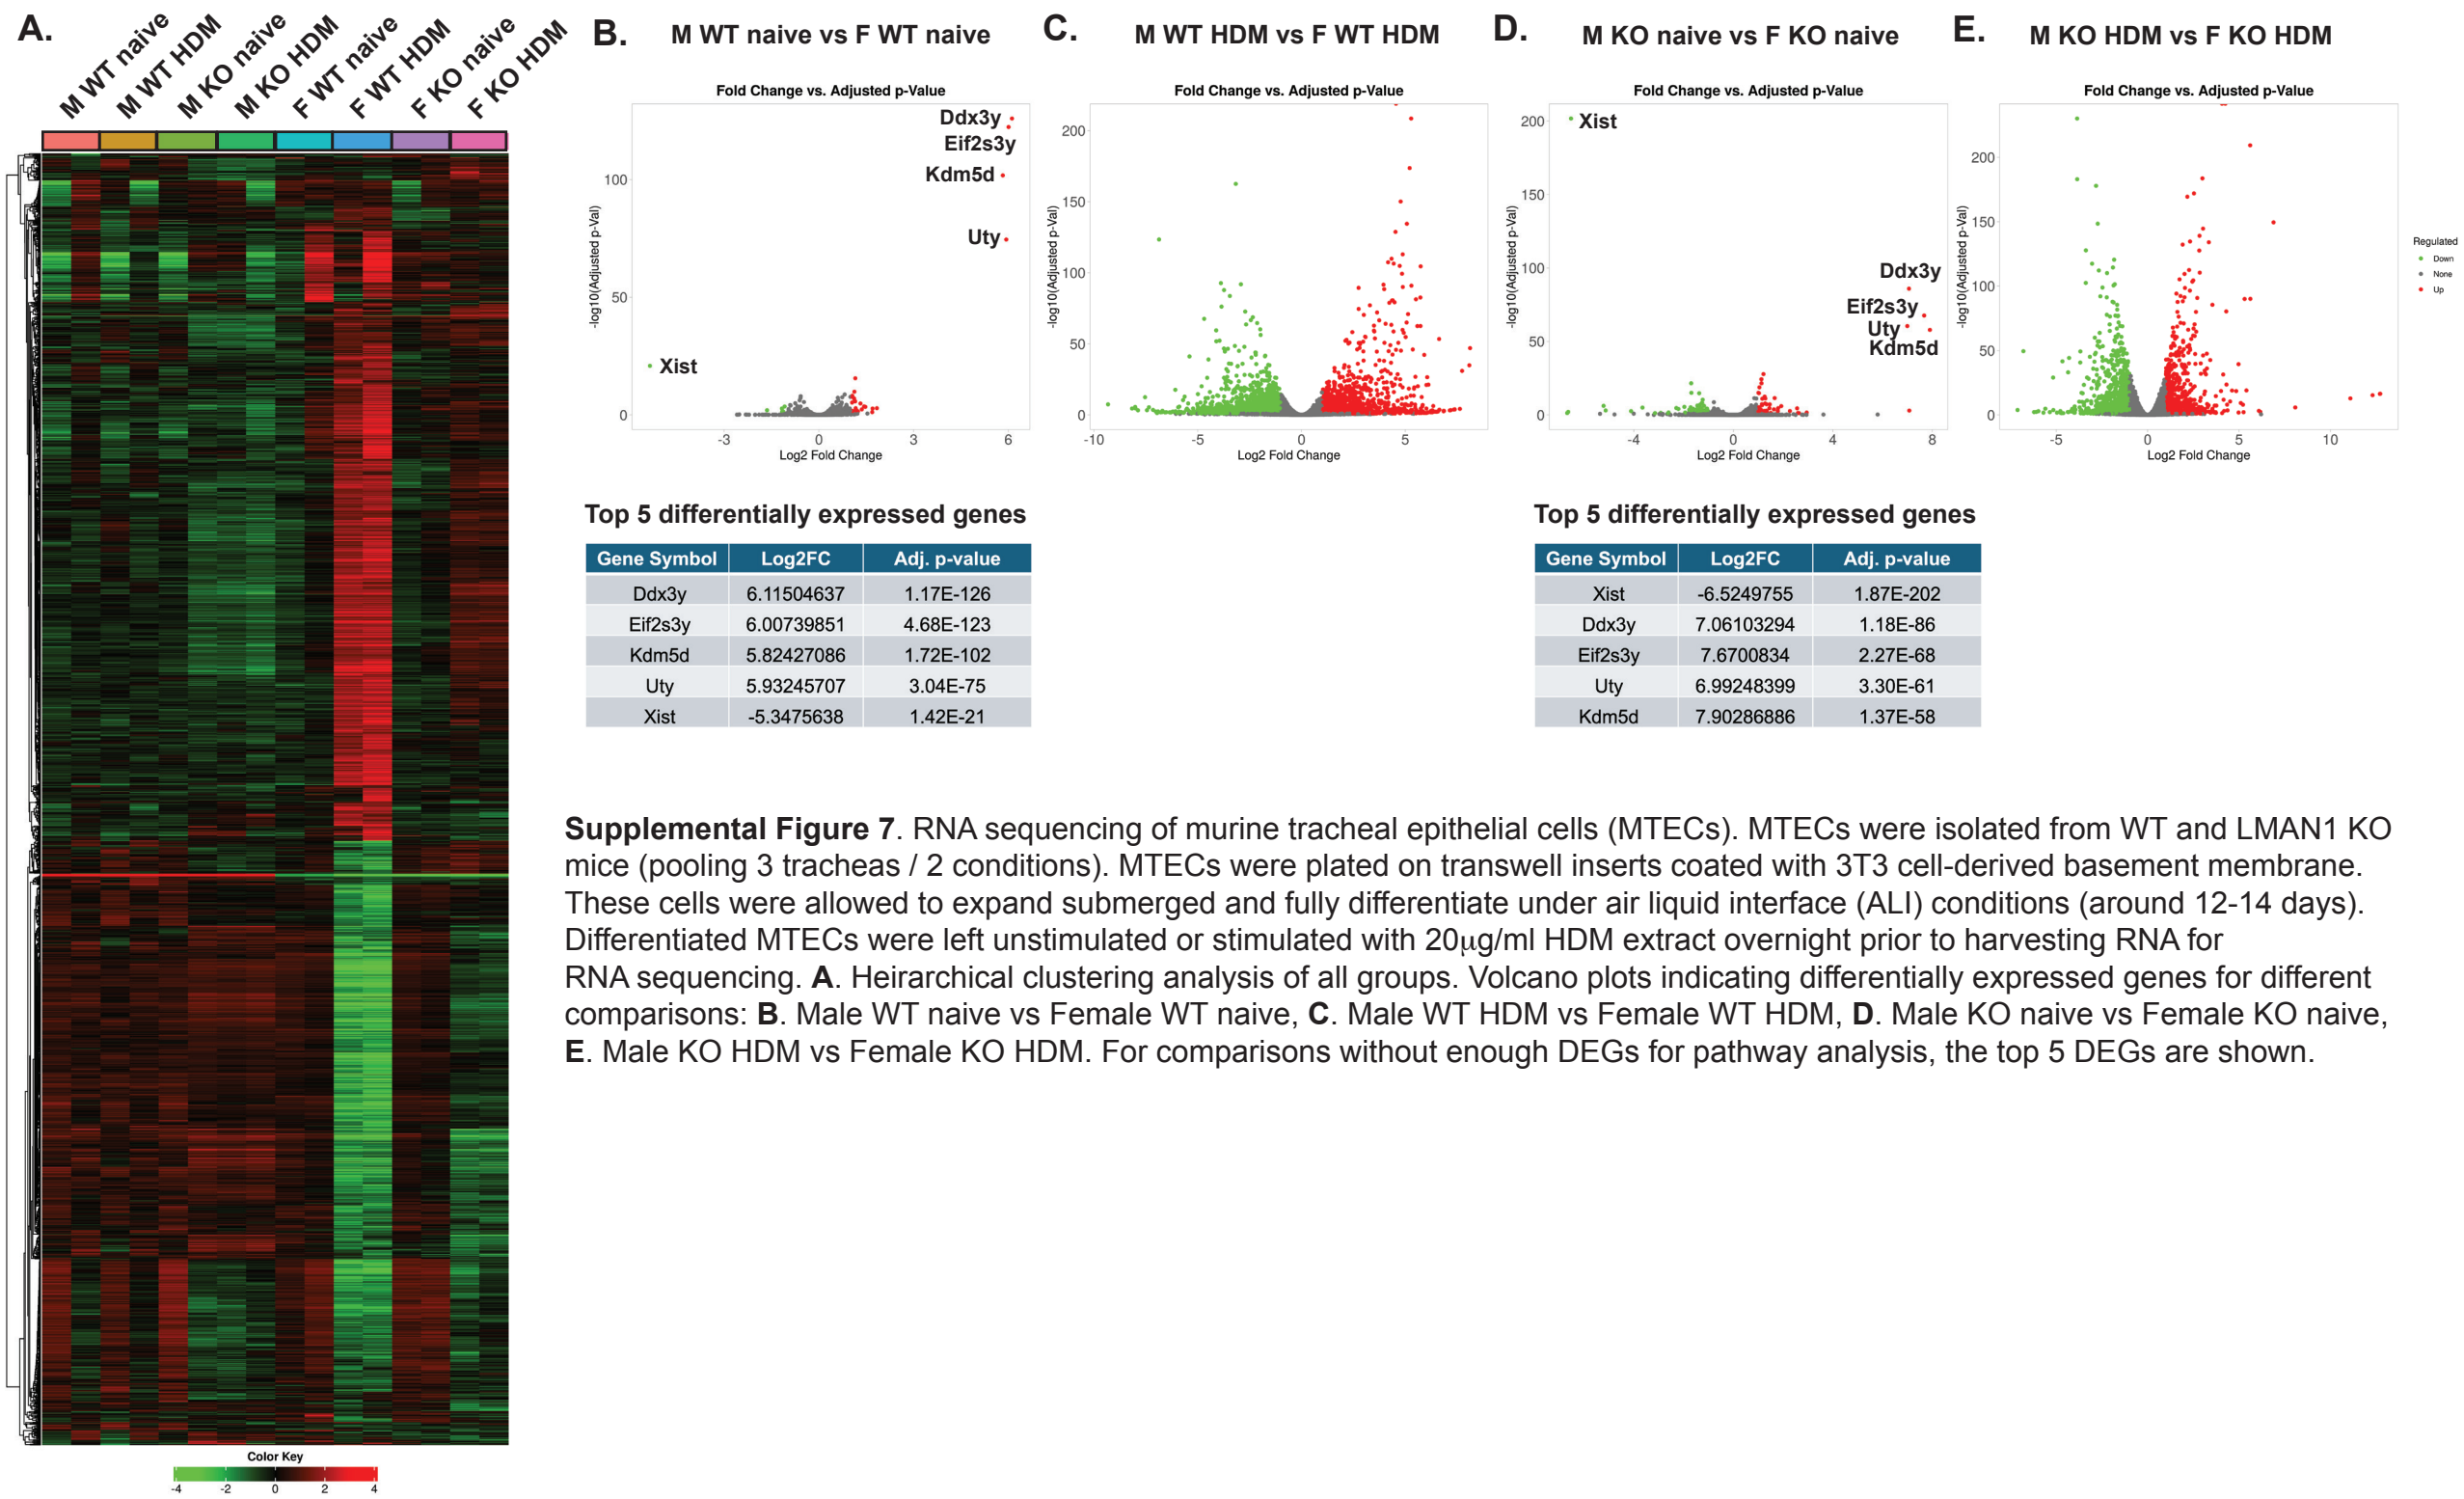

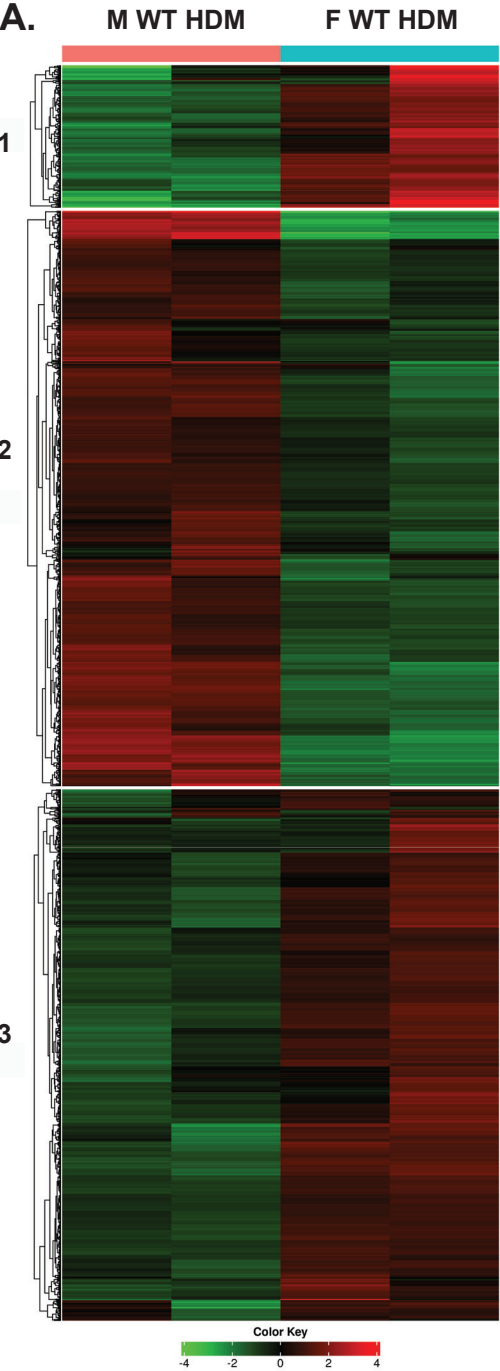

| Group | Pathway                                                       | Fold Enrichment | FDR      |
|-------|---------------------------------------------------------------|-----------------|----------|
| 1     | Protein digestion and absorption                              | 11.0484214      | 1.21E-08 |
| 1     | ECM-receptor interaction                                      | 8.9104456       | 2.11E-06 |
| 1     | Focal adhesion                                                | 4.49502248      | 3.48E-05 |
| 1     | Relaxin signaling pathway                                     | 5.86897275      | 3.48E-05 |
| 1     | AGE-RAGE signaling pathway in diabetic complications          | 6.26668702      | 3.48E-05 |
| 1     | PI3K-Akt signaling pathway                                    | 3.39333333      | 1.09E-04 |
| 1     | Proteoglycans in cancer                                       | 3.49500624      | 3.31E-03 |
| 1     | Cytokine-cytokine receptor interaction                        | 3.6556743       | 3.75E-03 |
| 1     | TGF-beta signaling pathway                                    | 4.71296296      | 1.17E-02 |
| 1     | Melanoma                                                      | 5.27212806      | 1.43E-02 |
| 2     | Drug metabolism-cytochrome P450                               | 10.634378       | 2.61E-18 |
| 2     | Metabolism of xenobiotics by cytochrome P450                  | 9.50447531      | 1.71E-15 |
| 2     | Retinol metabolism                                            | 8.36170848      | 2.26E-09 |
| 2     | Drug metabolism-other enzymes                                 | 5.57447232      | 6.52E-09 |
| 2     | Chemical carcinogenesis-DNA adducts                           | 7.62391068      | 7.14E-09 |
| 2     | Glutathione metabolism                                        | 5.65555556      | 2.96E-08 |
| 2     | Taurine and hypotaurine metabolism                            | 11.5205761      | 1.76E-06 |
| 2     | Metabolic pathways                                            | 1.5429343       | 7.77E-06 |
| 2     | Bile secretion                                                | 4.32021605      | 8.25E-04 |
| 2     | Pentose and glucuronate interconversions                      | 6.09912854      | 6.18E-03 |
| 3     | Cytokine-cytokine receptor interaction                        | 3.33120298      | 3.90E-07 |
| 3     | Calcium signaling pathway                                     | 2.86743618      | 9.95E-05 |
| 3     | Cell adhesion molecules                                       | 3.35269461      | 1.96E-04 |
| 3     | PI3K-Akt signaling pathway                                    | 2.19449102      | 2.20E-04 |
| 3     | ECM-receptor interaction                                      | 3.928939        | 2.20E-04 |
| 3     | Malaria                                                       | 5.58782435      | 2.20E-04 |
| 3     | Focal adhesion                                                | 2.51936589      | 3.45E-04 |
| 3     | Viral protein interaction with cytokine and cytokine receptor | 3.9443466       | 1.03E-03 |
| 3     | Neuroactive ligand-receptor interaction                       | 2.82332178      | 3.76E-03 |
| 3     | Amoebiasis                                                    | 2.86205638      | 7.66E-03 |

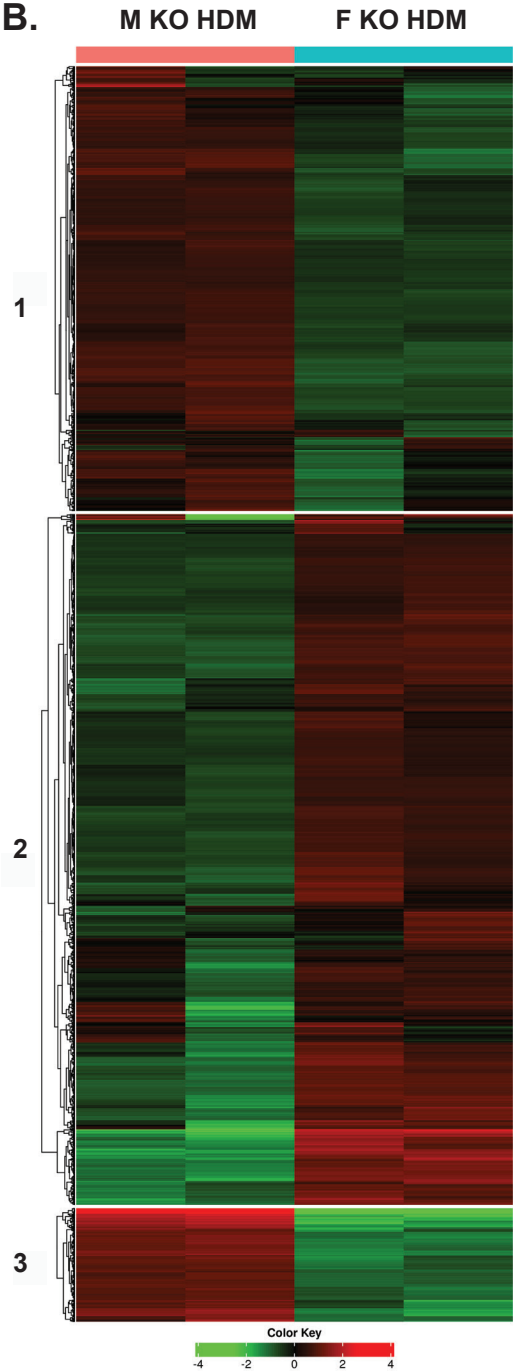

| Group | Pathway                                      | Fold Enrichment | FDR      |
|-------|----------------------------------------------|-----------------|----------|
| 1     | Drug metabolism-cytochrome P450              | 7.65546219      | 1.19E-06 |
| 1     | Metabolism of xenobiotics by cytochrome P450 | 6.16171347      | 1.16E-04 |
| 1     | Retinol metabolism                           | 6.45929622      | 5.17E-04 |
| 1     | Taurine and hypotaurine metabolism           | 10.5998707      | 5.84E-04 |
| 1     | Metabolic pathways                           | 1.49574983      | 2.38E-03 |
| 1     | Chemical carcinogenesis-DNA adducts          | 5.40385566      | 3.57E-03 |
| 1     | Glutathione metabolism                       | 3.69102641      | 2.40E-02 |
| 1     | Cytokine-cytokine receptor interaction       | 2.44323261      | 3.82E-02 |
| 1     | Drug metabolism-other enzymes                | 3.3383031       | 3.97E-02 |
| 1     | Steroid hormone biosynthesis                 | 4.78466387      | 8.88E-02 |
| 2     | ECM-receptor interaction                     | 3.96086957      | 1.45E-04 |
| 2     | Calcium signaling pathway                    | 2.54173448      | 9.69E-04 |
| 2     | Neuroactive ligand-receptor interaction      | 2.93397746      | 3.94E-03 |
| 2     | Cell adhesion molecules                      | 2.73512732      | 4.73E-03 |
| 2     | Adrenergic signaling in cardiomyocytes       | 2.60403189      | 4.81E-03 |
| 2     | ABC transporters                             | 3.60762313      | 3.99E-02 |
| 2     | P53 signaling pathway                        | 2.63382631      | 3.99E-02 |
| 2     | Protein digestion and absorption             | 2.90141389      | 3.99E-02 |
| 2     | Wnt signaling pathway                        | 2.05581465      | 4.09E-02 |
| 2     | MicroRNAs in cancer                          | 2.0107557       | 4.09E-02 |

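K-means clustering divides genes into a chosen number of groups so that genes of a group have similar levels across the libraries compared. Each panel of Supplemental Figure 8 applies it to the male and female cultures of 1 genotype. A cluster may therefore gather genes that are higher in one sex, or genes that differ in another way between the libraries. The enrichment step asks which pathways are found in a cluster more often than in a background list. The paper's text names neither the genes entered nor that background.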

**Supplemental Figure 8.** Pathway analysis of RNA sequencing data derived from WT and LMAN1 KO MTECs. **A.**, **B.** K-means clustering was performed followed by enrichment analysis using KEGG pathways. The top10 pathways for every cluster including the fold enrichment and FDR are listed in the tables to the right of each cluster analysis. In red are pathways which are present in one comparison but absent from the other (present in **A** but absent in **B** and vice versa).

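Fold enrichment is the share of a cluster's genes that belong to a pathway, divided by the share of the background that does. The FDR is the p value of that overlap after adjustment for the number of pathways tested. Neither value measures how strongly the genes of a pathway changed.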

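The hand-written sets were compared between both genotypes in the same way, with Fisher's exact test and Benjamini-Hochberg adjustment. Adrenergic signaling in cardiomyocytes had a fold enrichment of 2.19 in the female-higher WT cluster (adjusted p = 0.0103 from Fisher's exact test) and 1.68 in the female-higher KO cluster (adjusted p = 0.128). AGE-RAGE signaling had folds of 3.57 and 3.78 in these clusters (adjusted p = 1.91e-06 and 4.4e-08 from Fisher's exact test), and Wnt signaling had 2.70 and 2.29 (adjusted p = 5.23e-05 and 0.00106). AGE-RAGE signaling also had a fold of 2.58 in the larger KO cluster higher in males (adjusted p = 0.00977 from Fisher's exact test), against 1.21 in the WT one (adjusted p = 0.669). ABC transporters had folds of 0.476 and 0.845 in the female-higher clusters (adjusted p = 1 and 0.875 from Fisher's exact test). In the larger clusters higher in males, ABC transporters had 1.69 and 2.40 (adjusted p = 0.491 and 0.177). Steroid hormone biosynthesis had folds of 2.64 and 6.34 in the WT clusters higher in males (adjusted p = 0.14 and 0.107 from Fisher's exact test). A difference in enrichment between genotypes was not tested with Fisher's test.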

How the deposited data were processed for this re-analysis (not part of the article)

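The 16 libraries come from MTECs of male and female mice, labelled WT or KO for LMAN1, that were left naive or treated with HDM, with 2 biological replicates in each of the 8 groups. The authors deposited raw counts per Ensembl gene, whole numbers without normalization, in 1 table with a column per library. The labels give the extraction kit, mRNA enrichment, random priming and PCR enrichment. The paper's text, its supplements and the labels name no aligner, counting tool, genome build or read filter. Columns were matched to samples by the sex, genotype, treatment and replicate in their names. All 16 columns were used.

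Identifiers were matched to the GENCODE M21 annotation of GRCm38, from which symbols, positions, lengths and GC content were taken. The authors' annotation release is not stated. Totals per library ranged from 21860698 to 43442188 counts. A gene with 3 counts or fewer in a library was treated as being at the floor, and folds against a group at the floor are given as lower bounds. This floor covers counting error only, since the reads carry no molecular identifiers that are known.

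Differential expression was tested with edgeR version 4.0.16 in R version 4.3.3. Genes were filtered with filterByExpr by group, library sizes were scaled with TMM, and a quasi-likelihood model of the 8 group means was fitted to 15993 genes. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg), separately for each of the 14 comparisons. These were 4 sex differences, 4 HDM responses, 4 genotype differences and 2 interactions. Tests were two-sided unless stated. Gene sets were tested with camera in limma version 3.58.1 on voom values, with an inter-gene correlation of 0.01 and adjustment over the 10 sets. The sets and 6 lists of cell type markers were written by hand before the counts were read, because KEGG's lists were not used here. Genes in K-means clusters were tested for overlap with a one-sided Fisher's exact test against all tested genes. Distances and K-means used log2 CPM with a pseudocount of 4 over 2000 genes. CPM stands for counts scaled to a common library size with the TMM factors. Other steps used Python version 3.11.15 with numpy version 2.4.6, scipy version 1.17.1, pandas version 2.3.3 and matplotlib version 3.10.9.

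Genes named in the text were chosen by a rule set in advance. They were Lman1 and Mcfd2, the 5 sex-linked genes and the cytokine and receptor genes the paper names. Added to these were the 5 genes on autosomes or X with the largest changes in each sex difference and HDM response, and the 3 members of each discussed set with the smallest p. The largest changes were taken among called genes with a mean log2 CPM of at least 2 and no overlap between the libraries of the groups. Not every gene chosen by the rule is named.

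Replicate numbers in the labels may mark cultures from the same pool of tracheas, so pairing was checked from these numbers. For each comparison the replicate differences of its groups were correlated across genes. Where this correlation lay above 0.1, or below -0.1, results with replicate number as a block are given beside the others, and below -0.1 also with replicate numbers crossed between the groups. Settings changed one at a time were DESeq2 version 1.42.0 with its size factors and Wald test, upper-quartile scaling, library size only, no filter, at least 10 counts in every library, only the compared libraries, the replicate blocks, and an absolute log2 fold change of at least 1. A correction for GC content and gene length and thinning to the smallest library were added later. Leaving out each library leaves 1 culture in a group, so only values and no tests were taken from those fits. For gene sets the alternatives were an estimated inter-gene correlation, the block, removal of extracellular matrix members, only the compared libraries and upper-quartile scaling. Integrin genes were counted among the extracellular matrix members. For distances and clusters they were the number of genes, the pseudocount, the measure of distance, the scaling of genes and the number of clusters.

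The steps were tested on simulated data with changes planted in 200 genes. edgeR called 160 of these, 108 of the 128 with a 4-fold or 8-fold change, and 7 of the 15793 unchanged genes, and the slope of estimated on planted log2 fold change was 0.984. DESeq2 called 167 planted and 25 unchanged genes. Camera called 0 of 20 unchanged sets, and K-means returned 1997 of 2000 genes to their cluster. The noise of each gene was drawn independently, so the camera result does not cover genes that vary together. The planted clusters lay far apart, so the K-means result does not cover gradual differences between genes. With 2 libraries per group, splits of the samples into other groups were not counted. Airway function, lavage, histology and cytokine assays were not analysed here.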

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

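The tests of library depth, of GC content and gene length, of exchanged sex labels and of the male KO response were chosen only after the results were seen.

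The response to HDM, which the paper does not report as a comparison of its own, was called in 6887 genes in female WT MTECs (3297 higher and 3590 lower with HDM) and in 1664 genes in female KO MTECs (741 higher and 923 lower). With the replicate block 6942 genes were called in female WT MTECs (replicate correlation 0.286). In male WT MTECs 0 genes were called, with 665 at an unadjusted p under 0.05, and 0 with the block (654 unadjusted, replicate correlation 0.437). In male KO MTECs 0 genes were called, with 857 at an unadjusted p under 0.05. There the replicate correlation was -0.144, and 0 genes were called both with the block (929 unadjusted) and with the crossed block (1264 unadjusted). The male KO naive replicates differed in mean Euclidean distance to the HDM libraries, 23.52 without replicate 2 and 9.896 without replicate 1. The HDM replicates lay 10.71 apart. The lack of called genes in male KO MTECs therefore does not show a lack of response. Naive and HDM cultures may share a pool of tracheas, so replicate number was also used as a block within each sex and genotype. It then gave 7298 genes in female WT and 2150 in female KO MTECs, and 0 in male WT (923 unadjusted) and male KO MTECs (1405 unadjusted). The difference between the sexes itself was tested in WT MTECs, where the sex by HDM interaction was called in 3866 genes, 2055 higher and 1811 lower. The difference between female and male KO MTECs was not tested. On simulated libraries of the same number and depth, 108 of 128 planted changes of 4-fold or 8-fold were called. They were planted between male and female WT HDM libraries, with independent noise for each gene. Genes called in the female WT response had a median absolute log2 fold change of 0.753, smaller than those planted changes. The simulation therefore does not show how often a response of that size in male MTECs would be called.

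Among the largest changes in female WT MTECs, Chil4 fell by 6.99 and Anxa10 by 6.44 on the log2 scale, and Inmt was at least 336-fold higher with HDM. In female KO MTECs Sult1d1 fell by 4.24 and Muc5b by 3.89. Of the 6657 genes called for sex in WT HDM MTECs, 5622 were also called in the female WT response. Of these, 4 had the same sign in male minus female as in HDM minus naive. Both comparisons contain the same female WT HDM libraries with opposite sign, so opposite directions follow at least in part from the design.

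Several technical explanations were tested for the interaction in WT MTECs. With every library thinned to the smallest total 3569 genes were called, with a correction for GC content and gene length 4178, and without the 50 genes with the most counts 3825, so none of these accounts for the difference. Y-linked transcripts in the female HDM libraries reached at most 0.862% of the lowest male library, so sex labels were not exchanged. Across the genes called in female WT MTECs, the male WT changes had a rank correlation of 0.233 with the female ones, and 60.6% had the same direction, with a median absolute log2 fold change of 0.11 against 0.753. In KO MTECs the rank correlation was -0.23, with 44.5% of genes in the same direction. Genes are not independent replicates, and the 2 correlations are of similar size and opposite sign, so they do not tell whether HDM had an effect in male MTECs. The male KO libraries still differed by treatment in ciliated cell markers (median log2 fold change -0.88, 4.35% of the markers higher, adjusted p = 5.24e-05 from limma's camera, and 3.15e-06 to 0.445 over its alternatives) and in basal cell markers (median -0.30, 15.4% higher, adjusted p = 0.000993, and 0.000548 to 0.256 over its alternatives). With the replicate block the adjusted p of these lists was 5.39e-06 and 0.0013. The male KO naive to HDM distance was 23.52 without naive replicate 2 and 9.896 without naive replicate 1. The marker differences may therefore rest on 1 naive library, and marker lists were not tested with a library left out. In male WT MTECs secretory cell markers were lower with HDM (median -0.28, 22.2% higher, adjusted p = 0.0405 from limma's camera, 0.0298 with the replicate block, and 0.0298 to 0.991 over its alternatives).

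A change in the mixture of cell types may explain part of the female response. Secretory cell markers fell in female WT MTECs with a median log2 fold change of -4.37, with all 18 markers lower (adjusted p = 8.79e-10 from limma's camera, and 2.21e-10 to 0.0667 over its alternatives). They fell in female KO MTECs as well (median -1.59, all 18 lower, adjusted p = 3.99e-11, and 4.54e-12 to 0.0344 over its alternatives). Mitochondrial transcripts made up 2.04% and 2.50% of counts in the female WT HDM libraries and 0.675% and 0.608% in the female WT naive libraries. The next highest library, at 1.52%, was an untreated male WT library. In female KO MTECs mitochondrial transcripts made up 1.39% and 1.36% with HDM and 0.517% and 0.535% without. These KO HDM values lie within those of untreated male libraries, 1.03% to 1.52%. Cell damage is also possible in the female HDM cultures of both genotypes, but in KO MTECs only the rise within females points to it. The labels name no batch, so an effect of one was not tested. Y-linked transcripts reached 1.94% and 1.89% of the lowest male library in female WT naive libraries. They reached 0.309% and 0.862% in female WT HDM libraries. In female KO MTECs they reached 0.769% and 0.501% without HDM and 0.0272% and 0% with it. Naive and HDM libraries of females thus differed in traces of Y-linked transcripts, so a batch or handling difference was not excluded. The female response was not separated from a change in cell types or cell damage in WT or KO MTECs, and a sex difference in regulation within cells is a hypothesis only.

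The sex difference under HDM differed between genotypes in 2119 genes (898 higher and 1221 lower), tested as an interaction. Thinning gave 1874 genes and the correction for GC content and gene length 2223, so depth and base composition do not account for it. In the comparisons that enter it, the genotype difference was called in 4669 genes in female HDM MTECs (2385 higher and 2284 lower in KO), a comparison the paper does not report, and in 0 genes in male HDM MTECs, with 2897 at an unadjusted p under 0.05. In naive MTECs the genotype difference was called in 0 genes in females (203 at an unadjusted p under 0.05) and 0 in males (867). With the block these counts were again 0 (214 unadjusted, replicate correlation 0.124) and 0 (863 unadjusted, replicate correlation 0.483). The change in cell type markers of female WT HDM cultures (adjusted p = 8.79e-10) enters this comparison too. Since every HDM library labelled KO retained Lman1 transcript, up to 64.8% of the WT mean, the interaction cannot be assigned to the absence of LMAN1.

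The genotype difference of Il33 under HDM had opposite signs in the sexes. Its interaction had a log2 fold change of -3.36 (standard error 0.65, adjusted p = 0.00779 from edgeR's quasi-likelihood test, and 3.71e-90 to 0.01 over its alternatives), and -3.45 after thinning to the smallest library. Under HDM it was higher in both female KO than in both female WT libraries (57.07 and 86.39 against 16.77 and 20.08 CPM, log2 fold change 1.96, adjusted p = 0.0094, and 1.67e-59 to 0.0128 over its alternatives) and lower in both male KO than in both male WT libraries (24.84 and 25.75 against 62.32 and 71.33, log2 fold change -1.40, adjusted p = 0.184, and 1.43e-31 to 0.193 over its alternatives). The lowest values come from the fit without a filter on low counts. The male difference alone did not pass the adjustment. Naive male KO replicates already differed, at 21.64 and 53.98 CPM. With HDM, Il33 fell in female WT MTECs (log2 fold change -1.38, adjusted p = 0.0299 from edgeR's quasi-likelihood test). In female KO MTECs its HDM response was -0.02 (adjusted p = 0.984), so the female genotype difference goes with a fall in WT cultures. In male MTECs the HDM response was 0.48 in WT and -0.57 in KO (adjusted p = 0.936 and 0.794). A change in the mixture of cells was not separated from a change within cells.

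Drug metabolism by cytochrome P450 and glutathione metabolism had sex differences that differed between genotypes, with interaction medians of -1.34 and -0.70 (adjusted p = 2.34e-09 and 0.000589 from limma's camera). With each library left out in turn the medians stayed from -1.77 to -1.20 and from -0.79 to -0.50. Of the 26 drug metabolism genes called in the interaction 25 were lower, and of 23 glutathione genes 19 were lower. Over the alternatives the adjusted p ranged from 8.61e-10 to 0.11 and from 0.000328 to 0.394, highest with an estimated inter-gene correlation. Both sets were higher in males in both genotypes, with medians of 2.20 in WT and 0.52 in KO MTECs for drug metabolism and 0.86 and 0.25 for glutathione metabolism. Secretory cell markers had the same order, 4.09 in WT and 2.26 in KO MTECs, so a shift in cell types (adjusted p = 8.79e-10 in the female WT response) may account for these sets, and this was not separated from regulation within cells.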

How the results depend on the processing

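Alternatives were set before the data were examined, except the crossed block, the correction for GC content and gene length and thinning, which were chosen after seeing the data. The removal of the 50 genes with the most counts was added once the counts had been read, before its result. The tests of prior degrees of freedom were chosen only after the counts were seen. Unless stated, the cause of a change was not tested.

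Without a filter on low counts, the number of called genes rose to 644 for sex in naive WT and 859 in naive KO MTECs, to 149 for HDM in male WT, 2717 in female KO and 705 in male KO MTECs, to 135, 98 and 1896 for genotype in female naive, male naive and male HDM MTECs, and to 3428 for the sex by genotype interaction. A cause is visible in the model. Without the filter the prior degrees of freedom were infinite, against 3.54 with it and 3.48 with at least 10 counts in every library, so a gene's own replicate spread no longer entered its test. For Il33 the quasi-likelihood dispersion was then 0.532, against 8.67.

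With DESeq2 171 genes were called for sex in naive WT and 213 in naive KO MTECs, 2 for HDM in male WT and 1 in male KO MTECs, and 1, 1 and 437 for genotype in female naive, male naive and male HDM MTECs. When only the compared libraries were fitted, the counts were 5 for sex in naive WT, 9 in naive KO and 3828 in HDM WT MTECs. In HDM KO MTECs the count was then 5787, so the order of the WT and KO counts under HDM, 6657 and 4050, reversed. The same fits gave 2824 for HDM in female KO MTECs, and 1 each for genotype in female naive and male HDM MTECs. At least 10 counts in every library gave 10 genes for sex in naive WT MTECs, and the GC and length correction with the block gave 50 in naive KO MTECs. Requiring an absolute log2 fold change of at least 1 left 10, 2722, 17 and 1424 genes for sex in naive WT, HDM WT, naive KO and HDM KO MTECs, 2693 and 582 for HDM in female WT and KO MTECs, 1415 for genotype in female HDM MTECs, 965 for the sex by genotype and 1859 for the sex by HDM interaction. Under the remaining alternatives each count of genes stayed within 1.5-fold.

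With the replicate block, 4138 genes were called for sex in KO HDM MTECs (replicate correlation 0.0818) and 1664 for HDM in female KO MTECs (-0.0511). For genotype, 4714 were called in female HDM MTECs (-0.0559) and 0 in male HDM MTECs (0.00849, 2980 unadjusted). The block gave 2208 for the sex by genotype and 3874 for the sex by HDM interaction. With a block within each sex and genotype, the HDM response was called in 7298 genes in female WT and 2150 in female KO MTECs. With library size only, the share of genes higher in KO among those called in female HDM MTECs rose from 51.08% to 61.68%, and the median log2 fold change of all genes in the female WT response moved from -0.02 to -0.10.

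Distances from naive to HDM libraries have other units with 1 minus Pearson's correlation, where they were 0.02265 in male WT, 0.01964 in male KO, 0.2848 in female WT and 0.06953 in female KO MTECs. With the smallest number of genes tried they were 52.82 in female WT and 24.35 in female KO MTECs, with the largest 35.72 in female KO MTECs, and with a pseudocount of 1 they were 83.09 and 40.49. In each case both female values lay above both male ones. The female-higher clusters held 516 WT and 562 KO genes with 1000 genes entered, and 486 KO genes with differentially expressed genes entered. ABC transporters reversed from under to over 1-fold in the female-higher KO cluster, to 1.67 with 1000 genes, 1.24 with a pseudocount of 1 and 1.94 with differentially expressed genes. Of 65 fold values under other settings, 59 kept their side of the threshold, 3 were weaker and these 3 reversed.

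With the inter-gene correlation estimated per set, 0 sets passed in WT HDM, 0 in KO HDM and 0 in the interaction (4, 6 and 2 with the set value), and 1 marker test passed. The unadjusted p of drug metabolism in the interaction was then 0.011. PI3K-Akt signaling in WT MTECs then had adjusted p = 0.0974 from limma's camera (range over its alternatives 0.000591 to 0.0974, median log2 fold change -0.31). Steroid hormone biosynthesis and Wnt signaling in KO MTECs had 0.138 and 0.135 (ranges 0.013 to 0.138 and 0.0284 to 0.135, medians 0.56 and -0.10). These 3 medians kept their sign with each library left out. Without its extracellular matrix members, ECM-receptor interaction reversed in direction, and 13 members remained. In WT MTECs it then had adjusted p = 0.842 from limma's camera (range 0.000133 to 0.842, median -0.83 with all members). In the interaction it had 0.591 (range 0.356 to 0.723, median 0.40 with all members). Integrin genes were removed with the matrix members, so matrix and receptor genes were not separated.

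Of 757 values for named genes under other settings, 735 kept their side of the threshold, 9 were weaker and 13 stronger. Of 308 with a library left out, 226 moved by less than the spread between replicates and 82 by more. For gene sets, 11 of 115 other values were weaker and 2 reversed, as given above. With a library left out, 61 of 160 set medians were classed as moved and 99 as the same. Those medians come from edgeR fits and the main ones from voom values, which may add to the shifts. Of 39 marker values 14 were weaker. The number of genes with an absolute log2 fold change of at least 1 stayed within 1.5-fold in 46 of 64 fits that left out a library. Il25, Tslp, Il27, Ifnb1, Rln1, Rxfp1 and Rxfp2 did not pass the filter, so no sex or genotype difference in them was detectable at this depth.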

Differences from the paper's values

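In the female-higher cluster of WT HDM MTECs, the fold enrichment of relaxin signaling was 2.35 against the paper's 5.87. Over the other settings of the clustering and with each library left out it ran from 1.92 to 3.66. Without extracellular matrix members it was 1.44, so none of these closed the gap. KEGG's lists were not used here, so the sets compared may hold different genes. How far this accounts for the gaps in WT and KO MTECs was not tested. AGE-RAGE signaling had 3.57 there against the paper's 6.27, and 4.89 with 1000 genes, the only one of these alternatives under which it no longer differed by the criteria used. For the paper's WT cluster 3, PI3K-Akt signaling had 3.92 against the paper's 2.19, and 3.20 with differentially expressed genes entered, while the other alternatives did not close the gap. ECM-receptor interaction had 6.72 against the paper's 3.93 for that cluster, and 4.83 with differentially expressed genes entered, while the other alternatives did not close the gap. Only 1 female-higher cluster was found here, so the same cluster is set against the paper's clusters 1 and 3. The paper's cluster 1 lists PI3K-Akt signaling and ECM-receptor interaction as well, with larger folds than its cluster 3. Its PI3K-Akt fold there is closer to 3.92, and its ECM-receptor fold there lies above 6.72.

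In KO HDM MTECs, steroid hormone biosynthesis had a fold of 3.11 over both male-higher clusters against the paper's 4.78, and the alternatives ran from 2.35 to 3.15, so none closed the gap. ECM-receptor interaction had 6.41 in the female-higher cluster against the paper's 3.96. A pseudocount of 1 gave 5.62, and leaving out male replicate 2 or female replicate 2 gave 5.12 and 5.91, under which it no longer differed, while the other alternatives did not close the gap. Adrenergic signaling had 1.68 against the paper's 2.60. It no longer differed with 1000 genes (2.82), a pseudocount of 1 (1.77), differentially expressed genes entered (2.96) or without female replicate 2 (1.79), and still differed under the others. ABC transporters had 0.845 against the paper's 3.61, and the alternatives ran from 0.836 to 1.94, so none closed the gap.

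Several statements differ at least in part from the values found here. The paper places enhancement of relaxin signaling in WT females. Its fold in the female-higher cluster was 2.35 in WT MTECs (adjusted p = 0.0039 from Fisher's exact test) and 1.57 in KO MTECs (adjusted p = 0.177), and 36 of the 57 members called for sex in WT HDM MTECs were lower in males. The difference lies in the test of the set as a whole, which in WT MTECs had a median log2 fold change of -0.15 for male minus female and adjusted p = 0.114 from limma's camera (0.0869 to 0.277 over its alternatives). The paper describes steroid hormone biosynthesis and adrenergic signaling as sex-dependent in KO and not in WT MTECs. Their interaction between sex and genotype had adjusted p = 0.393 and 0.829 from limma's camera (0.369 to 0.602 and 0.718 to 0.893 over the alternatives), with medians of -0.17 and 0.01. Steroid hormone biosynthesis passed in KO MTECs (median 0.56, adjusted p = 0.0168 from limma's camera, and 0.013 to 0.138 over its alternatives) and not in WT MTECs (median 0.37, adjusted p = 0.107, and 0.0846 to 0.143 over its alternatives). Its fold over the male-higher clusters was 3.27 in WT and 3.11 in KO MTECs, and adrenergic signaling had a fold enrichment of 2.19 in the female-higher WT cluster. In KO MTECs adrenergic signaling as a whole had adjusted p = 0.163 from limma's camera (0.16 to 0.228 over its alternatives), with a median of -0.08. The paper describes PI3K-Akt signaling among the WT pathways that differed from KO MTECs. Its median was -0.31 in WT and -0.20 in KO MTECs, and its interaction had adjusted p = 0.393 (0.365 to 0.602 over its alternatives). The paper places AGE-RAGE signaling in KO MTECs in its discussion and lists it for WT MTECs in Supplemental Figure 8. Here its fold in the female-higher cluster was 3.57 in WT and 3.78 in KO MTECs, its fold over the male-higher clusters was 1.17 and 2.47, and its interaction had adjusted p = 0.681 from limma's camera (0.633 to 0.893 over its alternatives). Supplemental Figure 8A divides the female-higher genes of WT MTECs into a pair of clusters, whereas here the male-higher genes were divided.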

Other observations

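The tests on Lman1, except that of paralogs, were chosen only after the results were seen.

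Lman1 transcript varied among libraries labelled KO, from 12.8 to 78.1 CPM. In female MTECs labelled KO, Lman1 was higher with HDM in both replicates (66.6 and 78.1 against 12.8 and 12.8 CPM, log2 fold change 2.50, adjusted p = 0.00744 from edgeR's quasi-likelihood test, and at most 0.00906 over its alternatives). In male MTECs labelled KO the log2 fold change was 0.75 (adjusted p = 0.781). It was 0.84 under the replicate block and 1.06 under the crossed block (adjusted p = 0.762 and 0.624, replicate correlation -0.144). Without a filter on low counts it was called there (0.73, adjusted p = 2.24e-09 from edgeR's quasi-likelihood test). In WT MTECs it was -0.17 in females and 0.06 in males (adjusted p = 0.78 and 0.992), and -0.16 and 0.06 with the block (replicate correlations 0.286 and 0.437). HDM exposure does not account for an untreated male library labelled KO that held 52.6% of the WT mean, if its naive label is right. In the distances between libraries, that library lay nearest to replicate 1 of male KO HDM MTECs, so the exclusion rests on 1 label. For the female libraries HDM exposure was not ruled out. A mixture with cultures of the other sex does not account for the Lman1 transcript in female libraries. In those with Lman1 over 20% of the WT mean, Y-linked transcripts were at most 0.0272% of the lowest male library. Reads shared with paralogs do not account for it. Over the libraries labelled KO, Lman2 and Lman2l ranged over 0.214 and 0.379 on the log2 scale, against 2.56 for Lman1. Lman1l did not exceed 0.143 CPM in them. A plain exchange of labels between genotypes does not account for it either, since the lowest library labelled WT held 7.92 times the Lman1 level of the lowest labelled KO. RNA or tissue of both genotypes in a library, or an intact allele, could give the highest value, 64.8% of the WT mean, and cannot be told apart. A truncated transcript from the KO allele was not tested.

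Extracellular matrix genes differed between replicates of a group. Over the 8 groups, the replicate 2 minus replicate 1 difference of 9 matrix members of the relaxin set correlated with that of 18 fibroblast markers that are in none of the sets (Pearson's r = 0.891, exact permutation p = 0.00367, and Spearman's rho = 0.738, exact permutation p = 0.0458, two-sided). This was the 1 relation computed. Without the 2 groups farthest from the median, r was 0.975 over 6 groups. Replicate differences of same-numbered libraries were themselves correlated in some comparisons, so the groups are not fully independent. RNA of fibroblasts in varying amounts, from the trachea or from the 3T3 cells whose matrix coated the inserts, may therefore contribute to the matrix members. Without those members the relaxin set had adjusted p = 0.277 from limma's camera for sex in WT HDM MTECs (0.0869 to 0.277 over its alternatives), with a median log2 fold change of -0.12. Fibroblast markers as a list were lower in male than female WT HDM MTECs, with a median of -2.92 and 6.9% of markers higher (adjusted p = 0.00282 from limma's camera, and 8.99e-05 to 0.572 over its alternatives). Lum and Fgf7 were at least 155-fold and 92.7-fold lower in males. With each library left out in turn, the log2 fold change ran from -8.73 to -3.98 for Lum and from -7.93 to -6.83 for Fgf7. The size of the Lum difference therefore depended on 1 library.

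Among the cytokine transcripts given here, those other than Il33 were low in MTECs. The group means of Il25, Tslp, Il27 and Ifnb1 did not exceed 0.0225, 0.139, 0.113 and 0.0476 CPM, and these genes did not pass the filter. Mean CPM under HDM are given for male WT, male KO, female WT and female KO MTECs in that order. They were 6.38, 5.08, 8.07 and 6.99 for Tnf and 2.24, 2.69, 5.82 and 6.25 for Il1b. For Csf2 they were 0.923, 0.565, 3.68 and 1.63, and for Il6 0.126, 0.214, 0.593 and 0.358. Each is a mean of 2 libraries, so they do not by themselves show a sex difference. Under HDM, Il1b had male minus female log2 fold changes of -1.38 in WT and -1.22 in KO MTECs. Neither was called (adjusted p = 0.578 and 0.664 from edgeR's quasi-likelihood test). With a library left out, its male KO minus WT value under HDM ran from -9.09 to 4.39.

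Mcfd2, whose product binds LMAN1, was lower in both female KO than in both female WT HDM libraries (57.98 and 58.14 against 77.94 and 90.08 CPM, log2 fold change -0.53, adjusted p = 0.00176 from edgeR's quasi-likelihood test). In male HDM MTECs its log2 fold change was 0.16 (adjusted p = 0.376). The sex by genotype interaction had a log2 fold change of 0.69 (adjusted p = 0.00668 from edgeR's quasi-likelihood test). Over its alternatives the adjusted p of the female difference ran from 6.27e-06 to 0.0133. With HDM, Mcfd2 rose in female WT MTECs (log2 fold change 0.36, adjusted p = 0.00738 from edgeR's quasi-likelihood test). In female KO MTECs its HDM response was -0.10 (adjusted p = 0.542 by the same test). The female genotype difference therefore goes with a rise in WT cultures. In female naive MTECs, where Lman1 was lowest, the KO minus WT value of Mcfd2 was -0.07 and was not called. The cause was not tested.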
